# An early response regulatory cluster induced by low temperature and hydrogen peroxide in seedlings of chilling-tolerant japonica rice

**DOI:** 10.1186/1471-2164-8-175

**Published:** 2007-06-18

**Authors:** Chen Cheng, Kil-Young Yun, Habtom W Ressom, Bijayalaxmi Mohanty, Vladimir B Bajic, Yulin Jia, Song Joong Yun, Benildo G de los Reyes

## Abstract

**Background:**

Plants respond to low temperature through an intricately coordinated transcriptional network. The *CBF/DREB*-regulated network of genes has been shown to play a prominent role in freeze-tolerance of *Arabidopsis *through the process of cold acclimation (CA). Recent evidence also showed that the *CBF/DREB *regulon is not unique to CA but evolutionarily conserved between chilling-insensitive (temperate) and chilling-sensitive (warm-season) plants. In this study, the wide contrast in chilling sensitivity between indica and japonica rice was used as model to identify other regulatory clusters by integrative analysis of promoter architecture (*ab initio*) and gene expression profiles.

**Results:**

Transcriptome analysis in chilling tolerant japonica rice identified a subset of 121 '*early response*' genes that were upregulated during the initial 24 hours at 10°C. Among this group were four transcription factors including *ROS-bZIP1 *and another larger sub-group with a common feature of having as1/ocs-like elements in their promoters. Cold-induction of *ROS-bZIP1 *preceded the induction of as1/ocs-like element-containing genes and they were also induced by exogenous H_2_O_2 _at ambient temperature. Coordinated expression patterns and similar promoter architectures among the '*early response*' genes suggest that they belong to a potential regulon (*ROS-bZIP – as1/ocs *regulatory module) that responds to elevated levels of ROS during chilling stress. Cultivar-specific expression signatures of the candidate genes indicate a positive correlation between the activity of the putative regulon and genotypic variation in chilling tolerance.

**Conclusion:**

A hypothetical model of an ROS-mediated regulon (*ROS-bZIP – as1/ocs*) triggered by chilling stress was assembled in rice. Based on the current results, it appears that this regulon is independent of ABA and *CBF/DREB*, and that its activation has an important contribution in configuring the rapid responses of rice seedlings to chilling stress.

## Background

Transcriptional regulation is an important aspect of the complex genetic and biochemical networks involved in plant responses to low temperature. In plants like *Arabidopsis *that evolved to withstand freezing by cold acclimation (CA), the transcriptional regulatory network is defined by the interaction between a number of cold-responsive transcription factors and their cognate cis-elements in the promoters of a suite of downstream target genes [1-4]. The downstream target genes, which are activated in concert not only by low temperature but also by other related environmental (dehydration, high salinity) and chemical (abscisic acid or ABA) signals were referred to as *COR *for cold regulated, *rd *for responsive to desiccation, *lti *for low temperature induced or *kin *for cold-inducible [5-8]. Evidence supporting the important roles of *COR *genes in cellular protection against the common biochemical perturbations caused by low temperature and dehydration via protein chaperoning (e.g., LEA proteins), membrane stabilization (e.g., COR15a) and osmotic adjustment (e.g., Δ^1^-pyrroline-5-carboxylate synthase) has been established by transgenic analysis [9-11].

Molecular dissection of the promoters of several *COR *genes of *Arabidopsis *(e.g., *rd29A/lti78/cor78*, *rd17/cor47*, *cor15a*, *cor6.6/kin2*) indicated that they are regulated in an ABA-dependent or ABA-independent pathway under cold, dehydration and high salinity conditions. However, their cold-induced expression is largely through the ABA-independent pathway mediated by highly conserved promoter cis-elements that function as binding sites for transcriptional activators [6,12]. For example, ABA-responsive expression of *rd29A/lti78/cor78 *requires a highly conserved promoter motif PyACGTGGC called ABA-Response Element (ABRE). On the other hand, low temperature, dehydration and high salt- inducible expression of *rd29/lti78/cor78 *requires a 9-bp sequence TA(C/G)CGACAT called C-repeat/Dehydration-Responsive Element (CRT/DRE) that is not independently activated by ABA alone [8]. Many *Arabidopsis *genes with ABRE-like and CRT/DRE-like motifs in their promoters have been identified and these genes have been characterized at least in terms of their stress-responsive expression [10,13].

The transcription factor(s) that interact with the ABRE (AREB or ABF) are bZIP-type proteins that belong to a specific group (Class A) of stress-related bZIP proteins [14,15]. The activators of CRT/DRE-containing genes belong to a plant-specific group of AP2/EREBP-type DNA-binding proteins referred to as *CBF1/DREB1b*, *CBF2/DREB1c*, *CBF3/DREB1a, CBF4, DREB2A *and *DREB2 *[12,16,17]. Overexpression of either *CBF1*/*DREB1b *or *CBF3*/*DREB1a *in *Arabidopsis *resulted in strong and coordinated activation of the target *COR *genes, and subsequently CA-independent tolerance freezing and dehydration [18,19]. Thus, the CBF/DREB regulon was the first example and most prominent regulatory cluster associated with cold stress in plants.

More recently, global gene expression profiling experiments revealed that a large number of *Arabidopsis *genes are responsive to low temperature. Of the more than 500 candidates so far identified, about 60% and 40% were upregulated and downregulated during CA, respectively [13,20]. Analysis of the transcriptome of *CBF*-overexpressing *Arabidopsis *revealed that the *CBF/DREB *regulon is a large cluster comprised of about a hundred *CBF/DREB*-responsive genes that includes both the known *COR *genes as well as many newly identified members. Potential sub-regulons defined by *RAP2.1 *and *RAP2.6 *transcription factors were also identified and presumed to function under the larger *CBF/DREB *regulon [10,13]. Furthermore, transcriptome data also revealed that the low temperature genetic network involves other regulatory clusters in addition to the *CBF/DREB *regulon. An example of this is the *ZAT12 *regulon, which is comprised of more than 20 downstream target genes. Candidate cognate enhancers in the promoters of *ZAT12*-target genes have also been identified. Potential target sites of this transcription factor contain the core motif CATTG [1,20].

Although the precise hierarchical organization of the low temperature genetic networks is yet to be defined, it appears that *CBF/DREB *and *ZAT12 *pathways (and perhaps other unidentified pathways) constitute a '*super regulon*' that configure the overall low temperature stress tolerance mechanisms in *Arabidopsis*. These pathways are further fine-tuned by additional components (e.g., *HOS1, LOS1 *and *LOS2*) either by positive or negative regulation [21,22]. Related studies involving a global survey of metabolic changes also showed that the *CBF/DREB *regulon plays a prominent role in configuring the biochemical status of *Arabidopsis *during exposure to low temperature [11,13,20]. Given the evolutionary conservation of *CBF/DREB *regulon between temperate and warm-season plants, all these findings established the prominent role of this pathway in the cold stress global regulatory networks of plants in general.

Many cold-responsive genes containing CRT/DRE-like promoter elements have also been identified in plants that do not acclimate to freezing, indicating that various cold stress response regulatory modules are highly conserved even between chilling-insensitive (temperate) and chilling-sensitive (warm-season) plants [23-26]. However, despite the current models of the *Arabidopsis *CA regulatory networks and the identification of functional homologs of *CBF/DREB *transcription factors and their corresponding regulatory modules in rice and other warm-season plants, the precise composition and hierarchical organization of the component pathways of the global networks in this group of plants is yet to be defined [27,28].

Indica and japonica rice cultivars exhibit wide contrast in terms of their sensitivity to chilling. At the seedling stage, most japonica cultivars survive continuous exposure to as low as 10°C for up to 7 days better than most indica cultivars. Having a complete genome sequence and a variety of expression profiling platforms, the japonica rice is an ideal model to assemble the various component pathways of the cold stress regulatory networks of chilling-sensitive plants. Parallel assembly of the homologous networks involved in regulating the transcriptome in chilling-insensitive (*Arabidopsis*) and chilling-sensitive (rice) plant models will contribute to the understanding of the evolutionary changes that led to such differences in low temperature sensitivity between the two groups of plants. To contribute to this goal, we performed a semi-global survey of the chilling stress transcriptome of rice using a cDNA microarray representing about 6,000 seedling-expressed genes whose ESTs were enriched in a cold stress subtracted library [29]. The goal of this initial survey was to identify the early components of the network through the identification of a set of co-regulated genes during the initial exposure to 10°C.

The results of the survey presented here revealed an early response regulatory cluster that is potentially independent of the *CBF/DREB *regulon perhaps activated via reactive oxygen species (ROS). Although many ROS inducible genes have been identified in *Arabidopsis *[30], our knowledge of how these genes are organized into regulatory clusters lags behind our understanding of the hierarchical organization of the *CBF/DREB *and other known regulons. Here we present evidence of an ROS-mediated regulatory module that functions as an early component of the chilling stress response pathway in japonica rice based on integrative genomics analysis.

## Results

### Snapshot of the cold stress early response transcriptome of rice

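The survey measured transcripts in shoots of seedlings of CT6748-8-CA-17, a chilling-tolerant japonica cultivar, after 0.5, 2, 6, 12 and 24 hours at 10°C. Each chilled sample was labeled with Cy3 and hybridized together with its own control from 29°C, labeled with Cy5, so that every value is a log2 ratio of chilled over control seedlings within a slide. There were 2 independent biological replicates at each time point, on 10 slides, and each slide carried every feature in duplicate, which gives 4 spots per feature and time point. The authors state that the dyes were not swapped, so a dye effect is part of every ratio. The authors subtracted the background, took the ratio of medians and normalized the values so that the mean ratio of all features is 1. Both spot sets of replicate 2 at 2 hours carry the sign opposite to the others. As deposited, that replicate correlated with replicate 1 across features at r = -0.43. Of 100 listed features whose fold changes are printed in Additional file 2 for 2 hours, 0 came within 0.005 (log2) of the printed value with the sign as deposited and 48 with the sign turned, and it was therefore turned for all values reported here. Exchanged dyes and an inverted ratio would both give such a sign, its labels name the same dyes as those of the other slides, and which of them applies is not known. With exchanged dyes, a dye effect would enter its turned ratios with the opposite sign. With the sign turned, the mean ratio of a spot set in the table of 6080 features lay between 1.09 and 2.08 and its median log2 ratio between -0.03 and 0.63, with 53 to 194 values missing per spot set, while as deposited the mean ratios of the 2 spot sets of that replicate are 13.8 and 14.5. The duplicate spots were averaged on the log2 scale, and a fold change is the mean of the 2 biological replicates. The 5926 features with a value in all 10 biological samples were tested in a single limma model with a mean for each time point, against no change, with Benjamini-Hochberg adjustment. Gene names come from the rice reference annotation, through the gene identifiers of the platform, and 714 features have one. The number of arrays limits the precision. The correlation between replicates across features was 0.07 at 0.5 hours, 0.43 at 2 hours, 0.34 at 6 hours, 0.37 at 12 hours and 0.39 at 24 hours, and features are not independent of each other. By Spearman's rho, replicates of a time point correlated at 0.08 to 0.57, and samples of different time points at -0.22 to 0.65. Replicates were thus not set apart from samples of other times, and the cause was not tested.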

Our previous studies showed that the cold stress library used to assemble the 5,855-feature cDNA microarray was enriched with candidate chilling-upregulated genes [23,29]. 

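Among the named genes, the sucrose-phosphate synthase OsSPS3F, an enzyme of sucrose synthesis, stood highest at 0.5 hours, when it rose 22.9-fold over the control (log2 standard error 0.54, limma adjusted p = 0.00409, n = 2 biological replicates). The transcript of gid1, a gibberellin receptor gene, rose 4.82-fold at 0.5 hours (adjusted p = 0.0107), 3.86-fold at 2 hours (adjusted p = 0.0403) and 4.02-fold at 6 hours (adjusted p = 0.0473). NINJA1, an adaptor of the jasmonate repressors, rose 4.61-fold at 6 hours (log2 standard error 0.29, adjusted p = 0.0116). At 12 hours both features of CCA1, a clock transcription factor also called LHY, rose, 6.14-fold and 3.19-fold (adjusted p = 0.0419 for each). At 24 hours the increases included PIP5K, a phosphatidylinositol phosphate kinase, at 4.89-fold (adjusted p = 0.0048), and the alpha-tubulin TubA at 3.16-fold (adjusted p = 0.0227). By the rule of a mean fold change of 1.8 or more, 691 features were higher at 0.5 hours, 1019 at 2 hours, 380 at 6 hours, 571 at 12 hours and 764 at 24 hours, and 1816 features met it at one or more time points. The rule was met in each of the 2 replicates by 833 features. By limma, 145, 15, 12, 19 and 116 features rose at these 5 time points and 2, 0, 0, 3 and 12 fell, against 906, 1274, 546, 774 and 955 higher and 140, 66, 52, 159 and 157 lower at an unadjusted p under 0.05. For each feature the model shares its variance over all time points. The SD between replicates was 0.78 at 0.5 hours and 0.52 to 0.59 at the others. The p-values and standard errors at 0.5 hours may therefore understate the spread there. Of the features listed in Additional file 2, 100 were found on the platform, and 94 of them met the fold rule. The list was chosen on these samples and is not independent evidence: 4 of its features rose over all features tested, and 60 when adjusted over the list alone. With the median of each array set to 0, 454, 417, 375, 454 and 584 features met the fold rule at the 5 time points and 51, 0, 4, 5 and 73 rose by limma, and with 1 replicate left out the count by the fold rule at 2 hours ran from 369 to 2060. This ended the calls of gid1 at 2 hours (adjusted p = 0.15) and 6 hours (adjusted p = 0.0607) and of CCA1 (adjusted p = 0.0705 and 0.0625). Of 34 calls on named genes given for these arrays, 18 held with that setting, and 6 held without replicate 1 of their time point and 6 without replicate 2, OsSPS3F at 0.5 hours among those that held in each case (adjusted p = 0.0118, 0.0486 and 0.0412).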

Analysis of transcript profiles at 0.5, 2, 6, 12, and 24 hours after the initiation of chilling identified 121 unique features (~2% of the total) that were significantly upregulated in one or more time points at a cut-off level of 1.8-fold. We refer to this subset of candidates as '*early response*' genes (see Additional files 1 and 2). The cut-off level was based on the assumption that induction of early response regulatory genes (transcription factors) occurs at low to moderate levels. A few representatives of the candidate genes identified from this survey were confirmed by northern blot analysis (data not shown).

The expression profiles of the '*early response*' genes were grouped according to temporal patterns. 

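Transcripts of the listed genes reached the 1.8-fold level at different times. The casein kinase-II beta subunit gene reached a log2 ratio of 0.99 at 2 hours, a phenylalanine ammonia lyase gene of the phenylpropanoid pathway 1.16 at 6 hours, enolase of glycolysis 1.93 at 12 hours and an early nodulin-like gene (OsENOD93a) 1.35 at 24 hours. None of these 4 passed the test over all features. Of the 100 listed features, the first time point at or above 1.8-fold was 2 hours for 13, 6 hours for 16, 12 hours for 51 and 24 hours for 14, while 6 did not reach it in the mean of all spots and 0 reached it at 0.5 hours. Among all features of the array, 691 first reached this level at 0.5 hours, 530 at 2 hours, 116 at 6 hours, 265 at 12 hours and 214 at 24 hours. The difference between time points was tested by limma for 12 against 2 hours, where 1 feature passed (339 at an unadjusted p under 0.05), and for 24 against 2 hours, where 0 passed (311 at an unadjusted p under 0.05).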

Hierarchical clustering dendogram shows a complex pattern of gene induction characterized by multiple waves that were detectable as early as 2 hours after the initiation of chilling (Figure 1, left panel). In this scheme, many clusters were established but a meaningful trend was not apparent due to the small number of member genes in each group. We further reduced the branch-complexity of the hierarchical clustering into fewer groups with larger number of member genes by transforming the fold-change values to a binary data (Figure 1, right panel). In this scheme, genes with fold-change values at or above the 1.8-fold cut-off were assigned a value of '1' (green squares) and those below the cut-off a value of '0' (black squares). This clustering scheme showed that the early response upregulated genes can be classified into a '*rapid response*' (Group-I) or '*slow response*' (Group-II) with either sustained or transient induction. 

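Both kinds of course occurred among the listed genes. A GDP dissociation inhibitor gene that Additional file 1 lists in both groups was left out of each. Its log2 ratio was 0.11 at 2 hours and 0.87 at 24 hours. The fold change that the paper prints for it is above 1.8 already at 2 hours, a value that the mean of all spots does not reach there. Of 18 Group-I features found on the platform, 7 were at or above 1.8-fold at 3 or more time points. One of them, a universal stress protein gene, had log2 ratios of 1.02, 0.88, 0.89 and 0.62 at 2, 6, 12 and 24 hours. A harpin-induced gene homolog was short-lived, with 1.01 at 2 hours and -0.09 at 24 hours. Among 80 Group-II features, 50 were at or above the cut-off at a single time point, and for 32 of these it was 12 hours. Glutamate dehydrogenase, an enzyme of nitrogen metabolism, stayed high with 1.35 at 12 hours and 1.29 at 24 hours, while a ZIM motif family gene went from 0.86 to -0.01. At both 12 and 24 hours, 18 Group-II features met the cut-off. These are averages of 2 replicates, and persistence was not tested.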

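The Group-I genes of Additional file 1, among them genes for S-adenosylmethionine synthetase, a malate dehydrogenase and an aquaporin-like channel protein, had a median log2 ratio of 0.24 at 0.5 hours, 0.94 at 2 hours, 0.78 at 6 hours, 1.00 at 12 hours and 0.63 at 24 hours. The Group-II genes, with glycolytic enzymes, ribosomal proteins and ferritin among them, had medians of -0.29, 0.17, 0.59, 1.03 and 0.76, of which that at 2 hours was -0.13 with the median of each array set to 0. At 2 hours all 18 Group-I features and 56 of the 80 Group-II features were above 0, and 13 of the former and 0 of the latter were at or above 1.8-fold. At 12 hours 78 of the Group-II features were above 0 and 57 were at or above 1.8-fold. With duplicate spots averaged, neither group passed limma's fry test, which asks whether the genes of a set move on balance one way, at any time point. The lowest adjusted p was 0.128, for Group-II at 12 hours, and that of Group-I at 2 hours was 0.162. With the spot sets kept apart and the biological replicate as a random block, Group-I passed at 2, 6, 12 and 24 hours (adjusted p from 0.00263 to 0.0431) and Group-II at 6, 12 and 24 hours (adjusted p from 3.85e-04 to 0.0115). That setting takes the duplicate spots of a slide as separate values with a common estimated correlation. Its p-values therefore rest partly on technical replication. At 0.5 hours the median of Group-I was 0.91 without replicate 1, which passed (adjusted p = 0.0219), and -0.43 without replicate 2, and that of Group-II was 0.39 without replicate 1 and -0.89 without replicate 2, which passed (adjusted p = 0.0249), so that both signs depend on the replicate left out. The genes were assigned to the groups from these same arrays, so the medians are not independent evidence of the timing.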

Cold-induced expression of Group-I genes started during the initial 2 hours, while induction of Group-II genes did not start until after 2 hours. Of the 121 early response genes, 20 and 101 belong to Group-I and Group-II, respectively (see Additional file 1).

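Group-I holds 2 genes of protein breakdown, a ubiquitin conjugating enzyme that stood at a log2 ratio of 0.86 at 2 hours and 1.50 at 12 hours, and the proteasome subunit alpha type-2 at 0.62 at 2 hours and 1.26 at 6 hours. It also holds a gene related to alpha-amylase isozyme 3E, an enzyme of starch breakdown, at 0.93 at 2 hours, and none of these passed the test. In Group-II, the non-specific lipid transfer protein LTP had the highest ratio, 2.20 at 12 hours, also without passing the test (limma adjusted p = 0.0775). When the same rule was applied to all features of the array, 1221 had a fold of 1.8 or more at 0.5 or 2 hours and 595 reached it first at 6 hours or later. The first count includes the arrays of 0.5 hours. With the median of each array set to 0 it was 667. Both counts rest on means: at one or more time points, 833 features met the rule in each of the 2 replicates.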

**Figure 1:**
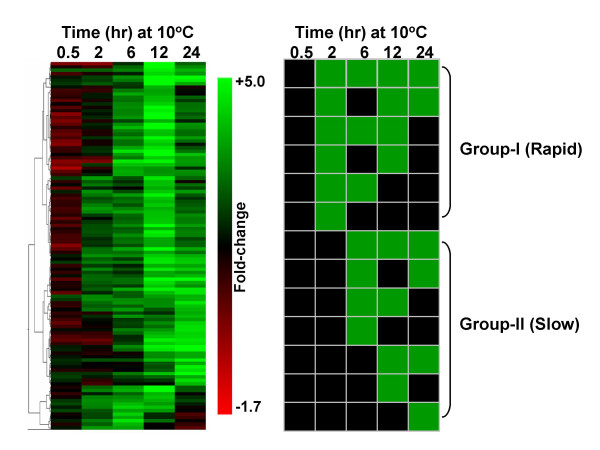
**Summary of microarray analysis showing the expression patterns of chilling stress *'early response' *genes**. Temporal profiles of genes with ≥ 1.8-fold induction in one or more time points during the initial 24 hours at 10°C are shown. Expression values were normalized so thatmean of the ratio of median of all of the features is equal to 1. Left panel – Hierarchical clustering of 121 *'early response' *genes. Temporal expression clusters indicate multiple waves of gene induction. Scale of fold-change values is shown on the right side of the panel. Right panel – Binary hierarchical clustering of '*early response*' genes. The genes induced at or above the 1.8-fold cut-off level were given a value of 1 (green), and those below the cut-off level a value of 0 (black). Clusters indicate that the genes can be categorized into two major groups: *'rapid response' *(Group-I, induction initiated during the initial 2 hours) and *'slow response' *(Group-II, induction initiated after 2 hours). Genes within each group exhibit either a sustained or transient induction during the initial 24 hours under chilling stress (see Additional files 1 and 2 for the list of genes in each group).

Since our primary goal was to decipher possible '*regulator-target*' gene pairs (regulatory module) that comprise the '*early response*' regulon, we first scrutinized the subset of upregulated genes by searching for candidate transcription factor(s). Of the eight transcription-related genes in this subset, four appeared to be *bona fide *DNA-binding proteins based on characteristic signature domains. 

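The bHLH-type gene (LOC4326959) had a log2 ratio of 0.85 ± 0.18 (SD, n = 2 biological replicates) at 2 hours, a fold change that rounds to 1.80, and 1.31 ± 0.99 (n = 2) at 12 hours. The bZIP-type gene ROS-bZIP1 (LOC4346208) had 0.42 ± 0.15 (n = 2) at 2 hours and its highest ratio, 1.05 ± 0.42 (n = 2), at 6 hours. In the 2 spots of replicate 2 at 2 hours its log2 ratios were -0.61 and 1.25, and those of replicate 1 were 0.51 and 0.55. In simulated data of this size, limma with adjustment over all features called 0 of 200 features changed by 1 on the log2 scale. For changes near that size or smaller, a missing call in the tests that follow therefore does not decide whether a gene changed. By limma the adjusted p for ROS-bZIP1 was 0.436 at 2 hours and 0.285 at 6 hours, and that of the bHLH-type gene was 0.215 at 2 hours and 0.128 at 12 hours, so neither passed. ROS-bZIP1 at 2 hours exceeded its level at 24 hours by 0.74 on the log2 scale (standard error 0.43, adjusted p = 0.851 by limma), and at 6 hours by 1.37 (adjusted p = 0.783). These p-values are adjusted over all features, and unadjusted they were 0.107 and 0.00713 by limma. The paper's qPCR has a second peak of the gene at 24 hours, so a difference from that time does not measure induction over the control.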

Two of the '*early response*' transcription factors (bHLH-type protein – Os01g70310 and bZIP-type protein – Os08g43090) were rapidly induced during the initial 2 hours of chilling (Group-I). The bZIP-type protein, which we refer to as *ROS-bZIP1 *belongs to the Class-I bZIP that includes the *RF2a *and *RF2b *genes of rice. *ROS-bZIP1 *has not been reported previously to be induced by any type of abiotic stress and it is structurally distinct from the other known members of the family of stress-related bZIP transcription factors (Class-A and Class-D) that also include the TGA-type (Figure 2) [15]. The other two '*early response*' transcription factors were *OsMyb4 *(Os04g43680) and an EREBP1-type protein (Os02g54160) distinct from any member of the *CBF/DREB *family. These genes were induced later (around 6 hours after the initiation of chilling treatment) than *ROS-bZIP1 *(Os08g43090) and the bHLH-type protein (Os01g70310), hence classified under Group-II. 

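OsMyb4 (LOC4336407), a MYB transcription factor, had its highest ratio at 6 hours, a log2 value of 1.13 ± 1.28 (SD, n = 2 biological replicates), with 0.23 in replicate 1 and 2.04 in replicate 2. It stood at 0.15 at 12 hours and -0.53 at 24 hours. The EREBP1-type gene (LOC4330935) had 0.47 ± 0.27 (n = 2) at 6 hours, 0.94 ± 0.18 (n = 2) at 12 hours and 1.16 ± 0.61 (n = 2) at 24 hours. A further feature of the same gene, named EREBP-1, stood at 0.63 at 6 hours and 1.33 at 12 hours and rose to 1.54 at 24 hours (standard error 0.34, limma adjusted p = 0.041), the call being lost with the median of each array set to 0 (adjusted p = 0.0581) and without replicate 1 (adjusted p = 0.724). The limma adjusted p was 0.357 for OsMyb4 at 6 hours, and for the listed EREBP1 feature 0.136 at 12 hours and 0.0541 at 24 hours, so neither passed. As for ROS-bZIP1, a missing call does not decide whether a gene changed by about 1 on the log2 scale.

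**Figure D1:**
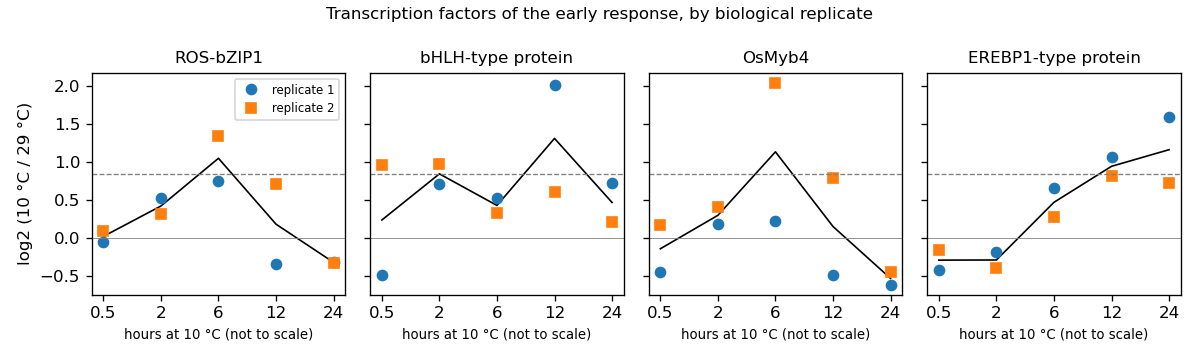
Log2 ratios of chilled (10°C) over control (29°C) seedlings for the 4 transcription factors at 0.5, 2, 6, 12 and 24 hours, with a circle for replicate 1, a square for replicate 2, a line through their mean and a dashed line at 1.8-fold. The replicates of OsMyb4 at 6 hours lie at 0.23 and 2.04, and the mean of the EREBP1-type gene is highest at 24 hours, at 1.16.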

Except *ROS-bZIP1*, all of these transcription factors have been reported previously to be involved in cold stress either in rice or *Arabidopsis *based on published data or EST and genomic annotations [23,31,32].

**Figure 2:**
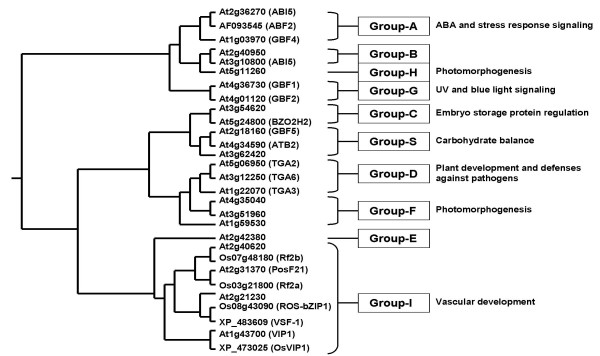
**Phylogenetic tree showing the relationship of rice *ROS-bZIP1 *(Os08g43090) to known classes of plant bZIP transcription factors**. Scheme is based on genome-wide survey and classification of *Arabidopsis *bZIP proteins [15]. *ROS-bZIP1 *belongs to Class-I, which also includes the *RF2a, RF2b *and *VSF-1 *of rice and *VIP1 *of rice and *Arabidopsis*. All *Arabidopsis *genes included in this neighbor-joining tree are identified by standard genomic locus numbers. Phylogenetic tree was assembled using clustalW.

In addition to the transcription-related genes that comprised about 7% of the total number of '*early response*' genes identified in this survey, other functional categories were represented as follows: protein synthesis or turnover (21%), intracellular transport and membrane trafficking (13%), metabolism of simple and complex carbohydrates (13%), unknown proteins (11%), stress-related proteins including disease-related (11%), signal transduction (7%), growth and development (6%), metabolism of nitrogenous compounds (4.0%), metabolism of lipids (3.2%) and others including chromatin-related and cellular energetics (4%). These results suggest that rice seedlings respond rapidly to chilling by modulating cellular processes related to growth in order to accommodate the necessary adjustments to the various physiological strains under sub-optimal temperature condition.

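The listed genes of glycolysis, which include pyruvate kinase, phosphoglycerate kinase and cytosolic glyceraldehyde 3-phosphate dehydrogenase, stood high at 12 hours: 6 of 6 features found were at or above 1.8-fold, with log2 ratios from 1.09 to 1.93, and 0 of 6 at 2 or 6 hours. Of 7 ribosomal protein features, for example S15 at 1.07 and L7 at 1.04, 4 were at or above 1.8-fold at 12 hours. Of 7 features for ubiquitin and the proteasome, 4 were at this level at 12 hours, among them polyubiquitin at 1.07 and a cullin at 1.08. Vesicle traffic was represented by 5 features, 3 of them at this level at 12 hours, with the ADP-ribosylation factor at 1.22. The 3 auxin-related features, including AUX28 at 1.48, all met it at 12 hours and 0 met it at 24 hours. All 4 features of chaperones, such as protein disulfide isomerases, met it at 24 hours, with a median of 1.01. In none of these categories did a feature pass the limma test over all features. The categories were fixed as word patterns over the annotations of Additional file 1, a list chosen on these samples.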

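Across the whole array, the 11 features of the cytoskeleton list, actins, tubulins and an actin depolymerizing factor among them, were all above 0 at 12 hours, with a median log2 ratio of 0.81. The list was higher than other features by limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 0.0105), and the actin gene AC3 stood highest in it at 1.51. At 0.5 hours the ribosomal protein list was lower than other features (adjusted p = 4.9e-04), with 1 of 12 features above 0 and a median of -0.49. The 20 features for ubiquitin and the proteasome, which share the ribosomal fusion genes with that list, were lower as well (5 above 0, adjusted p = 0.0105). At 2 hours the defence list was lower than other features, with 5 of 12 above 0 (adjusted p = 0.0167). With an estimated inter-gene correlation, none of the 4 calls held (adjusted p = 0.912 for each), and none passed fry. Among Aux/IAA repressors of auxin signalling, IAA19 rose 3.03-fold at 12 hours (adjusted p = 0.0419 by limma). Its call was lost with the median of each array set to 0 (adjusted p = 0.0765) and without either replicate of 12 hours. The 9 features of that list had a median of 0.83 at 12 hours, with 6 above 0, and the list did not pass (camera adjusted p = 0.313). The 21 lists, tested at 5 time points, were drawn up from gene symbols after the array's annotation had been seen. From the functional categories of the listed genes, the paper proposes that rice seedlings answer chilling rapidly by adjusting cellular processes related to growth.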

### Common regulatory features of '*early response*' genes

The distribution of signature motifs of various cis-elements in the promoters of genes with similar expression profiles often provides corroborating evidence that such group of genes may in fact be co-regulated by the same or related groups of transcription factors. With this reasoning, we surveyed the promoter sequences of the '*early response*' genes with the aim of evaluating the relationships among them in terms of the presence of common sequence motifs with possible function as transcription factor binding sites. The genomic locus of each candidate gene in the microarray was identified by aligning the EST with the Nipponbare reference sequence. BlastN analysis identified 117 genomic loci with high level of confidence (e-value of at least 10^-40 ^or in most cases 0).

Initial search for conserved sequence motifs through the Dragon Motif Builder [33] detected a total of 280 candidates. Motifs obtained in a single run were considered to be highly relevant to this subset of the chilling stress transcriptome if they were present in at least 50% of the promoters. Under this premise, a total of 140 motifs were identified and their potential biological significance inferred by their presence in public promoter databases [34-36]. The results of these analyses revealed at least sixteen motif families to be most likely associated with the regulation of the '*early response*' genes (Table 1). The enrichment levels of these motifs were indicated by the e-value and their percentage occurrence in the target promoters relative to the background sequence. These parameters indicate sufficient enrichment of the candidate motifs in the promoters of the target gene group. The most significant motifs also matched the core sequences of known transcription factors associated with abiotic stress based on established experimental evidence [34-36]. For instance, as we expected the occurrence of the CRT/DRE-like ((C/G)CGAC) core motifs was statistically significant. 

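The ferritin gene (LOC4351264), which encodes an iron storage protein, had a log2 ratio of 0.50 ± 0.24 (SD, n = 2 biological replicates) at 2 hours and 0.73 ± 0.82 (n = 2) at 6 hours. At 12 hours it stood at 1.51 ± 0.09 (n = 2) and at 24 hours at 1.72 ± 0.37 (n = 2), a fold change of 3.30. By limma the adjusted p was 0.114 at 12 hours and 0.0533 at 24 hours, so it passed at neither. A cDNA spot can also bind transcripts of a closely related ferritin gene.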

A ferritin gene (Os11g01530) that has been previously reported as a putative *CBF/DREB *target was among the '*early response*' genes that we found to contain the CRT/DRE [24]. This result was consistent with the expectation based on previous findings that the *CBF/DREB *regulon is activated within the same time period used in the current experiments [23]. Overall, the result of this analysis was nearly identical to the results generated by MEME/MAST and with the motifs detected by manual inspection of representative genes [37]. We concluded that the consensus motifs identified by the search algorithm(s) are likely components of the regulatory modules of the early response transcriptome.

**Table 1:** List of conserved sequence motifs that are enriched in the promoters (-1,000, -1 region) of 117 early response genes.

**Core Motif**	**Transcription Factor**	**Database Annotation**	**% Occurrence**	TIC*	**E-value**
TTTC	GAMyb	Pyrimidine box (barley)	87	10.00	9e-0004
TGACG	bZIP, TGA-type	as1/ocs element (tobacco, Arabidopsis) Auxin response element (soybean)	84	8.29	4e-003
GATGA	bZIP, TGA-type	Xenobiotic stress element (tobacco)	84	9.07	2e-003
TTGATC	WRKY bZIP, TGA-type	W-box (Arabidopsis) as1/ocs element (Arabidopsis) TGA1a factor (tobacco)	79	10.24	9e-004
TCCCAT	ARD	Auxin-response element (soybean)	77	8.88	4e-004
CAAACC	Myb, GARE-type	GA response element (barley) ABRE (Brassica)	72	10.43	8e-004
CAACAA	Myb2	MybR (rice, barley)	71	9.50	1e-003
CACGTG	bZIP	G-box (soybean, tobacco) ABRE (maize, barley)	71	8.66	8e-004
CAACCT	Myc/AP2	MycR (rice)	70	9.59	2e-003
ATCCGG	Myb, GARE-type	GA-response element (barley)	69	8.91	3e-003
CTCGC	bZIP	ABRE (rice)	67	9.20	2e-003
GCGCCGC	AP2/EREBP	GCC-box (tobacco)	66	12.80	2e-004
AACCAA	AtMyb2	Dehydration element (Arabidopsis)	63	10.86	9e-004
GCCGCCG	AP2/EREBP	GCC box (Arabidopsis) ABA response element (maize) Ethylene response element (Arabidopsis)	61	12.64	7e-004
GCGAC	AP2/EREBP, CBF/DREB	CRT/DRE-like (rice, Arabidopsis)	61	9.24	2e-003
ACAAAAT	GAMyb	GAMyb (rice, barley)	46	11.93	4e-004

*Total Information Content

In addition to *CBF/DREB *modules, two other prominent regulatory features of the '*early response*' genes are highlighted in this report (Tables 1 and 2). First, different types of Myb-target motifs (MybR) occur at relatively high frequencies. This includes the pyrimidine box, GARE, CAAC-box, Myb2-box and GAMyb. The second highly conserved feature is the prominence of TGACG, GATGA and TTGATC motifs, many of which are located within the -700 bp regions. TGACG is the signature sequence of the as1/ocs element that functions as binding site of a TGA-type bZIP transcription factor under various conditions that induce oxidative stress. Similarly, the GATGA motif is another known target of a TGA-type bZIP known to respond to xenobiotic stress, which also involves reactive oxygen species (ROS). TTGATC is the signature sequence of W-box found in the promoters of WRKY-target genes, which are activated by pathogen attack and oxidative burst. This promoter element has also shown to be regulated by the same group of TGA-type bZIPs that bind to the as1/ocs elements (as1/ocs-like) [38,39].

**Table 2:** Promoter motifs identified by *ab initio *method using the Dragon Motif Builder program with EM1 and EM2 option

**Sequence Motif**	**Location**	**EM1-threshold**	**EM2-threshold**
TTTTC	Upstream (-1000, -1)	0.875	
TGACG	Upstream (-1000, -1)	0.875	
GATGA	Upstream (-1000, -1)	0.875	
TTGATC	Upstream, downstream (-1000, +350)	0.850	
TCCCAT	Upstream (-500, -1)		0.850
CAAACC	Upstream, downstream (-500, +350)	0.850	
CAACAA	Upstream (-500, -1)		0.850
CACGTG	Upstream (-500, -1)		0.850
CAACCT	Upstream and downstream	0.850	
ATCCGG	Upstream (-1000, -1)	0.875	
CTCGC	Upstream (-1000, -1)	0.875	
GCGCCGC	Upstream, downstream (-1000, +350)	0.875	
AACCAA	Upstream (-1000, -1)		0.850
GCCGCCG	Upstream, downstream (-500, +200)		0.850
GCGAC	Upstream, downstream (-500, +200)	0.875	
ACAAAAT	Upstream (-1000, -1)	0.875	

### Assembly of ROS-mediated regulatory module

Enrichment of the signature sequences of certain families of regulatory elements (including as1/ocs-like motifs) in the promoters of the '*early response*' group of genes (Tables 1 and 2) established a rationale that these genes are possible components of a certain regulatory cluster of the early response transcriptome. As a first step in testing this hypothesis, we performed detailed examinations of a representative subset of Group-I and Group-II genes in order to determine how they may be associated to each other in terms of possible '*cause and effect*' type of relationships. Differences in the temporal sequence and magnitude of gene induction were compared within each group by quantitative PCR (qPCR), and similarities and differences in expression patterns were correlated to the distribution and enrichment of putative promoter cis-elements. The general premise is that the expression of a given transcription factor precedes the induction of its downstream regulatory cluster, and that such cluster contains a consensus element as binding site for the common transcriptional activator.

We have also shown in our previous report that the cultivars CT6748-8-CA-17 (japonica) and INIAP12 (indica) exhibit a wide contrast in chilling sensitivity with the former being more tolerant than the latter [23]. We reasoned that comparing the activity of the putative regulatory cluster between these two cultivars should provide further justification for the potential significance of the predicted regulatory cluster to genotypic variation in chilling tolerance. 

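On the arrays of the tolerant cultivar, the gene for the HMG protein (LOC4342129), a chromatin protein, had log2 ratios of 1.01 ± 0.18 (SD, n = 2 biological replicates) at 12 hours and 1.27 ± 0.82 (n = 2) at 24 hours. ATP sulfurylase (LOC4334073), the first enzyme of sulfate assimilation, had 1.28 ± 1.21 (n = 2) at 6 hours, 1.36 ± 0.52 (n = 2) at 12 hours and 0.83 ± 0.68 (n = 2) at 24 hours. Earlier it was below the control in both replicates, at -0.79 at 0.5 hours and -0.77 at 2 hours. By limma the adjusted p was 0.0759 for the HMG gene at 24 hours and 0.138 for ATP sulfurylase at 12 hours, so neither passed. For changes near 1 on the log2 scale, a missing call leaves the question undecided, as for ROS-bZIP1. INIAP12, the chilling-intolerant cultivar, was not on these arrays.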

We examined all four transcription factors (*ROS-bZIP1 *– Os08g43090; bHLH-type protein – Os01g70310; EREBP1-type protein – Os02g54160; *OsMyb4 *– Os04g43680) and five other non-transcription factors (drought-induced high mobility group (HMG) protein – Os06g51220; ferritin – Os11g01530; putative ATP sulfurylase – Os03g53230; an expressed protein similar to ATP synthase – Os12g07140; auxin-induced protein – Os01g13030) that we identified in the microarray survey (see Additional file 1). These genes were specifically chosen for further analysis because they have been previously validated by northern blot (data not shown).

The temporal grouping of the representative subset of '*early response*' genes according to the qPCR data was generally consistent with the initial grouping based on microarray profile except for the ATP synthase-like protein (Os12g07140) and auxin-induced protein (Os01g13030) whose induction within the initial 2 hours was evident only in the qPCR data. 

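On the arrays, the ATP synthase-like gene (LOC4351612) had a log2 ratio of 0.80 ± 0.01 (SD, n = 2 biological replicates) at 2 hours, a fold change of 1.75, and 0.87 ± 0.20 (n = 2) at 12 hours. The auxin-induced gene (LOC4325890), which encodes an Aux/IAA protein, had 0.54 ± 0.19 (n = 2) at 2 hours, 0.98 ± 0.17 (n = 2) at 6 hours and 1.42 ± 0.94 (n = 2) at 12 hours. At 0.5 hours its replicates lay at -1.53 and 1.75. The limma adjusted p at 2 hours was 0.199 for the ATP synthase-like gene and 0.616 for the auxin-induced gene, so neither passed. Changes of this size are too small for the test to decide, as for ROS-bZIP1.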

Based on these results, the composition of Group-I was redefined to include these two genes in addition to *ROS-bZIP1 *and the bHLH-type transcription factors (Figure 3A). In CT6748-8-CA-17, all four genes were activated early as shown by their induction peaks within the initial 2 hours. Transcript levels remained significantly higher than basal (control) levels during the entire 24 hours of exposure to chilling. *ROS-bZIP1 *also had a second induction peak that occurred at the end of the 24 hours exposure to chilling. In contrast, expression levels of the representative Group-I genes in INIAP12 were generally several fold lower, less robust, and delayed compared to CT6748-8-CA-17. These patterns were reproducible in multiple tests with independent replicates. Analysis of the promoter structures (-1,000 bp region) of this representative subset of Group-I genes based on the Nipponbare reference sequence showed a prominence of MybR motifs (different types combined) within the -600 bp region (Figure 3B). Chilling tolerance of Nipponbare is comparable to CT6748-8-CA-17 and its expression signatures for the Group-I genes including *ROS-bZIP1 *and bHLH-type transcription factors were also very similar to CT6748-8-CA-17 (data not shown). The as1/ocs-like sequences also occurred in this group of genes but the enrichment level was not as significant as the MybR-related sequences.

**Figure 3:**
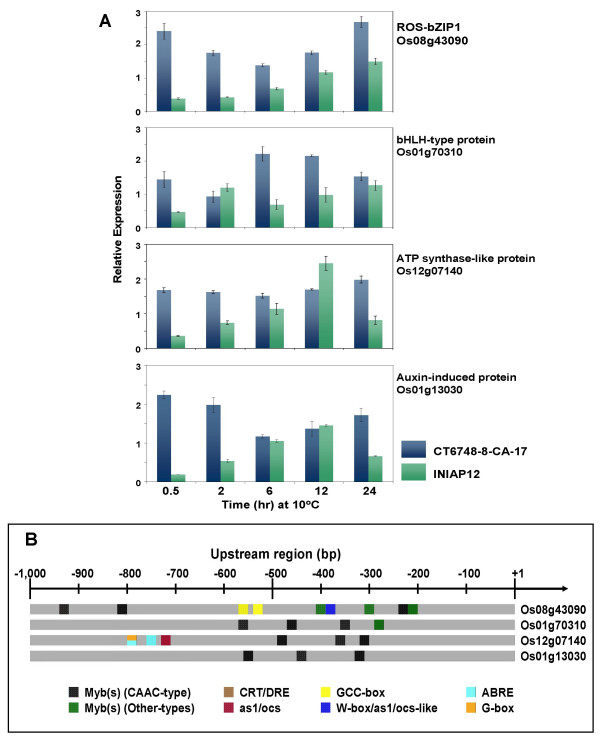
**Analysis of transcription factors (*ROS-bZIP1*, bHLH-type protein) and other non-regulatory genes (ATP synthase-like protein, auxin-induced protein) that belong to the '*rapid early response *' group (Group-I)**. **(A) **Temporal expression profiles by qPCR. Transcript levels at each time point were normalized against the expression of constitutively expressed actin gene. Relative expression of control (0 hour; not shown in the graph) was set to zero by subtracting the values from the relative expression values of each treatment time points. Relative expression values are averages of independent replicates (n = 3; ± SE). The cultivar- specific expression signatures of this group was positively correlated with genotypic variation in chilling tolerance (tolerant – CT6748-8-CA-17; intolerant – INIAP12). Early induction of the ATP synthase-like protein and auxin-induced protein was detected by qPCR but not by microarray. **(B) **Promoter maps of representative Group-I genes showing the relative position and distribution of known stress-responsive cis-element motifs within the -1,000 bp region. Putative MybR sequences are the prominent group of motifs within the -700 bp region.

The qPCR expression profiles of the representative subset of Group-II genes that include two transcription factors (*OsMyb4 *and an EREBP1-type protein) and three non-transcription factors (HMG protein, ferritin, and putative ATP sulfurylase) confirmed that their cold induction occurred at much slower pace than the Group-I genes. Nevertheless, the differential expression patterns of Group-II genes between CT6748-8-CA-17 and INIAP12 were very similar to the cultivar patterns observed on the Group-I genes (Figure 4A). For instance, CT6748-8-CA-17 exhibited steady increases in the expression of all five genes from the onset of chilling and reached the highest level at 24 hours. In contrast, activity of the Group-II genes in INIAP12 was several fold lower compared to CT6748-8-CA-17 at all time points, thus cold induction in this cultivar was much weaker and in some cases appeared transient. These patterns were quite reproducible in multiple tests with independent replicates.

**Figure 4:**
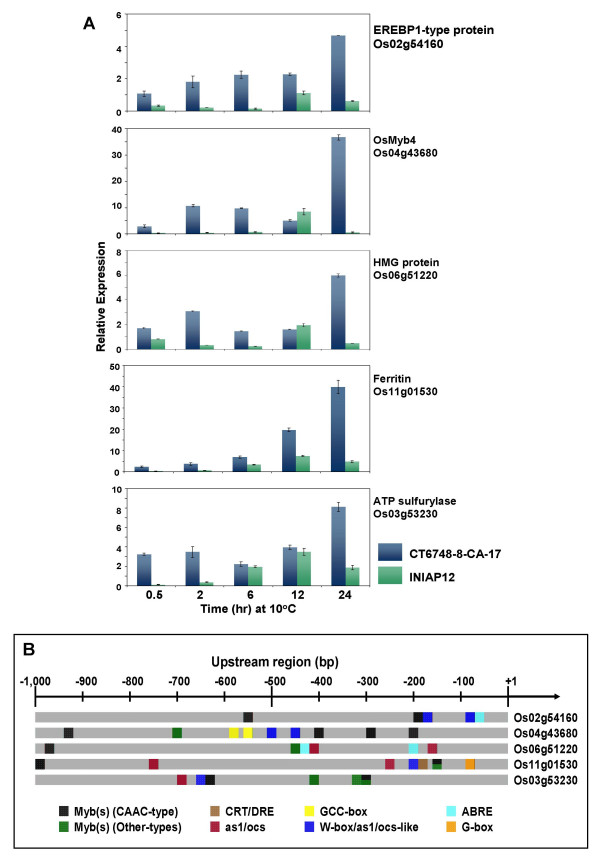
**Analysis of representative '*slow early response*' genes (Group-II) including *OsMyb4*, EREBP1-type protein, high mobility group (HMG) protein, ferritin, and putative ATP sulfurylase. (A) **Expression profiles based on qPCR showing the induction peak(s) of the Group-II genes towards the end of the 24 hours incubation at 10°C. Expression signature of the tolerant (CT6748-8-CA-17) and intolerant (INIAP12) cultivars are shown. Transcript level at each time point was normalized against the expression of constitutively expressed actin gene. Relative expression of control (0 hour; not shown in the graph) was set to zero by subtracting from the relative expression values of each time points. Relative expression values are averages of independent replicates (n = 3; ± SE). **(B) **Promoter maps of representative Group-II genes showing the relative position and distribution of known stress-responsive cis-element motifs. The as1/ocs-like motifs are the prominent family of elements in this group of genes.

Apart from the fact that the representative subset of Group-II genes exhibit similar temporal induction patterns, *ab initio *analysis of their promoters based on the Nipponbare reference sequence showed another common feature, defined by the presence of two closely related signature sequences characteristic of the as1/ocs element and W-box/as1/ocs-like element. Either or both of these signature sequences were found at least within the -800 bp region of this representative subset of Group-II genes (Figure 4B, Table 1). Among the motif families detected on the Group-II promoters, which include CRT/DRE, G-box, GCC-box, ABRE and various types of MybR, the as1/ocs-like motifs were the most prominent (consensus). This enrichment is suggestive of a role of these putative elements in the regulation of these genes.

Because TGA-type bZIP transcription factors are known to bind to as1/ocs-like motifs [38,40], we hypothesized that between the two transcription factors (*ROS-bZIP1 *and bHLH-type) that were rapidly induced and differentially expressed between CT6748-8-CA-17 and INIAP12, *ROS-bZIP1 *was the more likely regulator of the as1/ocs-like element-containing Group-II genes. We tested this possibility by examining the patterns of sequential induction of *ROS-bZIP1 *and representative subset of as1/ocs-like element-containing Group-II genes by integrating the qPCR expression profiles shown in Figures. 3A and 4A in a composite time-course model (Figure 5). This model showed that *ROS-bZIP1 *expression preceded the induction of Group-II genes as shown by a major induction peak in CT6748-8-CA-17 within the initial 2 hours. The induction peaks of the Group-II genes were evident only after approximately 6 hours and most of the genes reached their highest expression levels at the end of the 24 hours period. This trend suggests that such induction was a likely consequence of the expression of a transcription factor at least during the initial 6 hours. These sequential patterns of induction appeared to occur proportionately with respect to the expression differences observed between CT6748-8-CA-17 and INIAP12.

**Figure 5:**
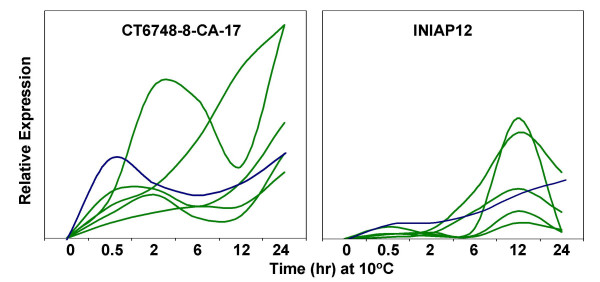
**Composite time-course model illustrating the sequential induction of *ROS-bZIP1 *(blue) and putative downstream target Group-II genes (green) based on the actual profiles shown in Figures. 3A and 4A**. *ROS-bZIP1 *expression preceded the induction of as1/ocs-like element-containing Group-II genes as shown by the very pronounced induction peak within the initial 2 hours in CT6748-8-CA-17 (chilling-tolerant). Induction of the regulatory cluster in INIAP12 (chilling-intolerant) was generally weak and delayed.

Based on the relationships suggested by the combined analysis of induction profiles and promoter motif enrichment, it appears that *ROS-bZIP1 *and the as1/ocs-like element-containing Group-II genes are likely components of a possible regulatory cluster (*ROS-bZIP *– as1/ocs regulatory module). Because as1/ocs-like elements are known to play important roles in ROS-responsive gene expression [30,38,41], we reasoned that the functionality of the predicted regulatory module in relation to a possible ROS-mediated signaling can be further justified by demonstrating that the different components of the module can indeed be induced by exogenous ROS. With this reasoning, we studied the effect of exogenous sub-lethal levels of H_2_O_2 _in the absence of cold stress on the expression of the putative *ROS-bZIP *– as1/ocs regulatory module.

Results of the quantitative analysis of gene induction by exogenous H_2_O_2 _are summarized in Figure 6. The expression profile of a known H_2_O_2_-responsive catalase gene (Os03g03910) that contains as1/ocs-elements in its promoter showed that exogenous H_2_O_2 _at a concentration of 1 mM was sufficient to cause a detectable increase in transcript abundance from the basal level within just 2 hours of treatment. This catalase gene was also induced by chilling based on 'unreplicated' microarray data and northern blot (data not shown). In a parallel analysis of a negative control, the expression of a gene that does not contain as1/ocs-like element in its promoter (germin – Os08g08970) in the presence of exogenous H_2_O_2 _was not significantly different from the basal expression level in the absence of exogenous H_2_O_2_.

**Figure 6:**
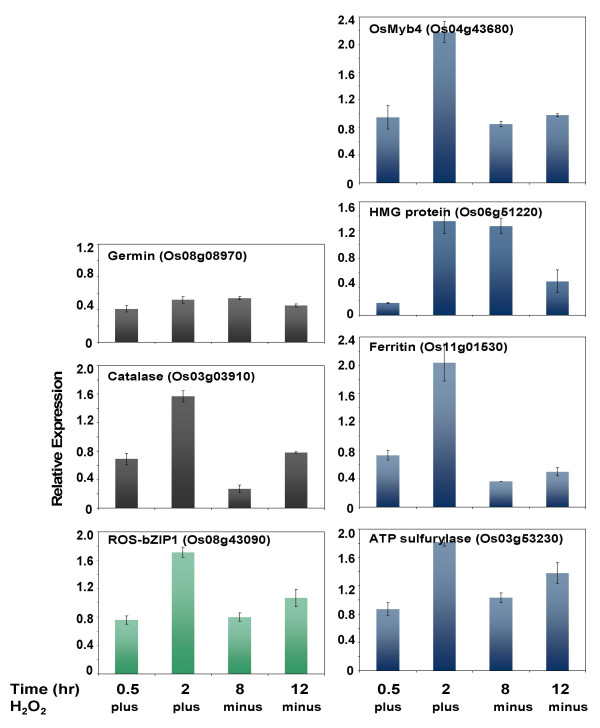
**Effect of exogenous H_2_O_2 _on the expression of the putative ROS-mediated regulatory module that includes *ROS-bZIP1 *and representative genes that contain as1/ocs-like elements in their promoters (*OsMyb4*, high mobility group (HMG) protein, ferritin, and ATP sulfurylase)**. Rice seedlings (CT6748-8-CA-17) were subjected to a continuous 2 hours treatment with 1 mM H_2_O_2_. Transcript levels of H_2_O_2_-treated and non-treated (control) seedlings were monitored at specific time intervals during the 2 hours continuous H_2_O_2 _treatment and another 10 hours after the removal of the exogenous H_2_O_2_. Known H_2_O_2_-responsive gene that contains as1/ocs element-like motifs in its promoter (catalase) and a non-H_2_O_2_-responsive gene that do not contain as1/ocs-like motifs in its promoter (germin) were used as positive and negative controls, respectively. Transcript levels at each time point were normalized against the expression of constitutively expressed actin gene. Relative expression of control (0 hour; not shown in the graph) was set to zero by subtracting from the relative expression values of each treatment time points. Relative expression values are averages of independent replicates (n = 3; ± SE).

Of the two Group-I transcription factors, only *ROS-bZIP1 *showed significant H_2_O_2_-induced increase in transcript levels (Figure 6), while exogenous H_2_O_2 _had negligible effects on the expression of the bHLH-type transcription factor (data not shown). The expression profile of *ROS-bZIP1 *was characterized by a steady increase in transcript abundance during the 2 hours of treatment with 1 mM H_2_O_2 _and an immediate drop upon the removal of exogenous H_2_O_2_. Under the same experimental condition, all of the as1/ocs-like element-containing Group-II genes tested (*OsMyb4*, HMG protein, ferritin, and putative ATP sulfurylase) exhibited expression profiles similar to that of *ROS-bZIP1*. The positive control catalase also showed the same response to the removal of exogenous H_2_O_2_, which confirmed that the observed induction in the expression of the candidate ROS-regulated genes are indeed direct effects of exogenous H_2_O_2 _(Figure 6).

The results of the H_2_O_2_-induction experiment were consistent with the hypothesis that the representative '*early response*' genes represent a potential regulatory cluster that responds to both low temperature and ROS (H_2_O_2 _in particular). Given the degree of enrichment of the as1/ocs-like motifs among the 121 candidate genes, this relationship is probably applicable to any member of Group-II genes with similar promoter architecture. These interpretations are of course subject to further confirmation with more direct experimental evidence involving microarray analysis of H_2_O_2_-treated and untreated rice seedlings and direct protein-DNA binding studies.

We established based on the integrative analysis of genomics data that the '*early response*' transcriptome associated with chilling stress (in rice at least) involves ROS-mediated gene expression. Abscisic acid (ABA) is another key signal in abiotic stress response signaling in plants and its associated pathway has known linkages with other regulatory groups like the *CBF/DREB *regulon [8]. To further explore whether other chemical signals in addition to ROS (H_2_O_2_) were also involved in the activation of the putative *ROS-bZIP – as1/ocs *regulatory module, we examined the effect of exogenous ABA on the expression of representative subset of H_2_O_2_-inducible genes by northern blot. Results of this test showed that *ROS-bZIP1 *and representative as1/ocs element-containing Group-II genes (HMG protein, ferritin, and putative ATP sulfurylase) were not induced by 100 μM ABA (Figure 7). This concentration of ABA has been shown to induce the expression of cold-responsive rice genes in our previous report [23]. Known ABA-responsive genes (germin – Os08g08970, salT – Os01g24710) showed significant increases in expression under the same concentration and length of exposure to exogenous ABA.

**Figure 7:**
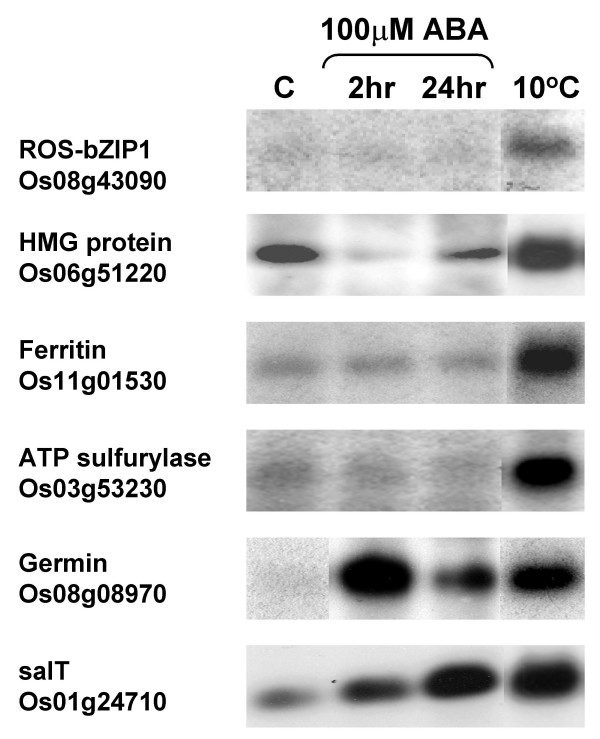
**RNA gel blot analysis showing the effect of exogenous ABA (100 μM) on the expression of representative members of the putative *ROS-bZIP – as1/ocs *regulatory module (*ROS-bZIP1*, high mobility group (HMG) protein, ferritin, and putative ATP sulfurylase)**. Expression of known ABA-inducible genes (germin, salT) was used as positive control for the ABA treatment.

## Discussion

Chilling-induced physiological imbalance leads to elevated levels of reactive oxygen species (ROS) in plant cells [42-45]. In particular, H_2_O_2 _is generated rapidly under stress conditions either by enzymatic means (plasma membrane NADPH oxidase, cell wall peroxidase, amine oxidase) or by the normal metabolic routes in the chloroplast (Mehler reaction) and mitochondria (electron transport and photorespiration). Steady state levels depend on the balance between synthesis and degradation, which is facilitated by the ROS-scavenging system of the cell [44]. With a subset of experimentally validated chilling- and H_2_O_2_-responsive genes, we inferred possible regulatory relationships among a group of genes that were induced in coordinated manner within a short time window during the initial stages of exposure of rice seedlings to 10°C. We hypothesized that the early response transcriptome might involve reactive oxygen species (ROS) via ROS-mediated gene expression defined by the as1/ocs-like promoter elements. Microarray data supports an elevated ROS level in rice seedlings during such period by virtue of the upregulation of ROS scavengers such as catalase, ascorbate peroxidase, glutathione S-transferase, and superoxide dismutase. 

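Of the genes for ROS scavengers that could be matched by name, the ascorbate peroxidase gene APX2 fell to 0.419-fold of the control at 24 hours (log2 standard error 0.29, limma adjusted p = 0.0459, n = 2 biological replicates), and it was below the control in the mean at every other time point. APX1 stood at 0.626-fold at 0.5 hours and 1.21-fold at 12 hours, APX3 at 1.48-fold at 2 hours and APX7 at 1.64-fold at 6 hours, none past the test. The catalase gene catA ranged from 0.705-fold at 12 hours to 1.14-fold at 24 hours. Of the 2 features of the catalase gene CatB, one stood at 0.599-fold at 12 hours and 0.619-fold at 24 hours and the other at 2.09-fold and 2.23-fold, again without passing. As a list, the 7 ascorbate peroxidase and catalase features did not differ from other features at any time point (lowest camera adjusted p = 0.257), and 0 of the genes in Additional file 1 are annotated as such scavengers. The call of APX2 was lost without replicate 1 (adjusted p = 0.242) and without replicate 2 (adjusted p = 0.274). The catalase gene that the paper names by locus, glutathione S-transferases and superoxide dismutases could not be matched to a feature. The genes were picked after the array's annotation had been seen.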

Transcript levels of these genes were significantly higher than the control levels based on the combined results of microarray, northern blot and RT-PCR analyses (data not shown). Additionally, our current data indicated that a mechanism for effective reduction of the rate of the Fenton reaction is activated during the initial 24 hours based on chilling- and H_2_O_2_-induced expression of a ferritin gene (Os11g01530). The Fenton reaction is responsible for the conversion of H_2_O_2 _to more potent hydroxyl radicals via a Fe^2+^-requiring chemical reaction. Thus, the functional significance of the observed induction of ferritin expression can be explained in terms of its function in Fe^2+ ^sequestration, which would then limit the rate by which unsuccessfully scavenged H_2_O_2 _(which could occur during periods of oxidative burst) would be converted to hydroxyl radicals [46].

It has been established that H_2_O_2 _plays a very important role in mediating signal transduction in response to both abiotic and biotic stresses in plant cells. H_2_O_2 _diffuses rapidly from its site of synthesis within subcellular microdomains depending on concentration and it can transmit intracellular signals to the nucleus by oxidizing various upstream components of the signaling pathway including protein kinases (MAPK cascades), protein phosphatases, transcription factors and membrane-bound calcium-channels. The end response is change in gene expression [47-49]. Although many ROS-inducible genes have been identified in *Arabidopsis *[30], direct involvement of an ROS-mediated regulatory module in the low temperature transcriptional networks has not been studied to the same level as the *CBF/DREB *regulon had been scrutinized in *Arabidopsis*.

We assembled a hypothetical model of the ROS-mediated regulon and we propose a hypothesis on its potential relationship with other major regulon(s) involved in low temperature response of the chilling-tolerant japonica rice. Our working hypothesis described in this model is that gene expression during the initial 24 hours at 10°C can be defined (at least partially) in terms of a regulatory cluster (transcription factor-target gene module) that appears to be independent of the *CBF/DREB *and ABA-mediated regulons (Figure 8). The downstream components of this regulatory module (pathway-1 in Figure 8) contain either the prototype as1/ocs element, which is a known target of TGA-type bZIP transcription factors, or the related W-box that is known to bind to TGA-type bZIP and WRKY transcription factors or both. These elements are known to be activated in response to various conditions that trigger the production of excess ROS (particularly H_2_O_2_) including biotic, abiotic and xenobiotic stresses. Genes that contain these promoter elements have also been shown to be induced by exogenously supplied H_2_O_2 _and other chemical signals such as salicylic acid and auxin [31,38,39,50-52].

**Figure 8:**
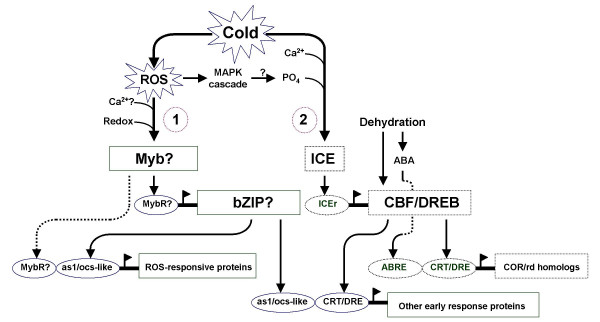
**Hypothetical model of the ROS-mediated gene regulon involved in early responses to chilling in rice and its possible relationship with the *CBF/DREB *and ABA-mediated regulons**. The proposed hierarchical organization of the as1/ocs regulatory cluster is shown in pathway-1. An unknown Myb is expressed constitutively and perhaps activated by change in redox state that is mediated by chilling stress-induced elevation of intracellular ROS. The ROS-activated Myb regulates the transcription of a low temperature-inducible bZIP-type transcription factor that functions as transcriptional activator of as1/ocs-like element-containing genes. A possible alternative or complementary route for regulating the as1/ocs-like element-containing genes is via a constitutively expressed Myb protein (dotted arrow). Pathway-2 shows a general overview of the *CBF/DREB *and ABA-mediated regulons involved in low temperature and dehydration stress response in plants [1, 2, 3, 4]. This hypothetical model proposes that some members of the putative *ROS-bZIP – as1/ocs *regulatory module might also be regulated by *CBF/DREB*.

We also confirmed that a representative subset of '*early response*' genes containing as1/ocs-like promoter elements were responsive to exogenous H_2_O_2_. Based on the percentage of occurrence and enrichment level of the as1/ocs-like elements, we predict that about 80% of the '*early response*' genes that we identified in the semi-global microarray survey are probably responsive to exogenous H_2_O_2 _hence potential members of this regulatory cluster. The specific ferritin gene (Os11g01530) that was profiled in this study was an interesting example of a potential target of regulation by H_2_O_2_. We have shown that this ferritin gene not only contains as1/ocs-like promoter elements but it was also induced by exogenous H_2_O_2_. Ferritin is also directly related by function to H_2_O_2 _metabolism by virtue of its role in the regulation of the Fenton reaction [46]. In addition to ferritin, many of the genes that we identified in this group have also been shown to be responsive to exogenous H_2_O_2 _in *Arabidopsis *[30]. The downstream target cluster of the proposed ROS-mediated regulon also includes a number of transcription factors such as *OsMyb4 *and an EREBP1-type protein, suggesting the possible occurrence of other secondary regulatory clusters under this regulon. This layered organization appears to be consistent with the fact that the ROS-mediated regulon is an '*early response*' mechanism that may be functioning as an initial trigger to a more complex transcriptional network involved in cellular defenses against the physiological injuries caused by chilling.

We hypothesized that a bZIP-type protein is the most likely component of the ROS-mediated pathway upstream to the as1/ocs-like element-containing genes based on the known fact that this family of elements is involved in the recruitment of TGA-type bZIP factors in the promoters of target genes [40]. Based on the composition of the '*early response*' regulatory cluster that we have assembled, this likely regulator is a novel Class-I bZIP protein (*ROS-bZIP1*) that is distinct from the family of known stress-related bZIP transcription factors (Class A). This class of bZIP proteins is quite diverse in function that includes those that are involved in the regulation of vascular development. Recently, some of the members of this class have also been shown to be involved in the development of symptoms to the rice tungro disease [15,53,54]. The significance of this classification with respect to our proposed role of *ROS-bZIP1 *is unclear at this point but can be explained with better understanding or confirmation of the function of *ROS-bZIP1 *during chilling stress.

We have a good rationale to hypothesize that *ROS-bZIP1 *is a likely regulator of the as1/ocs-like element-containing genes based on several peculiar features. First, the timing of expression of *ROS-bZIP1 *is consistent with being an upstream regulator of a cluster of co-regulated genes. For instance, among the '*early response*' transcription factors identified in this study, only *ROS-bZIP1 *showed an induction peak within the initial 2 hours and it was also induced by exogenous H_2_O_2_. The other transcription factors were either induced by chilling at a much later period (same time period as the as1/ocs-like element-containing genes) or not induced by exogenous H_2_O_2 _or both. Based on the differential expression analysis of the chilling-tolerant and intolerant rice cultivars, the timing of expression of the as1/ocs element-containing genes appeared to be a consequence of the early induction of *ROS-bZIP1 *(i.e., *ROS-bZIP1 *precedes the as1/ocs-like element-containing genes). Additionally, we also revisited the original EST libraries used in the assembly of the microarray and we confirmed that *ROS-bZIP1 *and many of the as1/ocs element-containing genes (ferritin, HMG protein, and putative ATP sulfurylase) were co-represented in the same cold stress subtracted EST library but not in the drought stress EST library, consistent with their parallel expression in the microarray. This information provided additional circumstantial evidence in support of our hypothesis that *ROS-bZIP1 *and the as1/ocs element-containing genes are most likely related in a regulatory context. 

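Across the 10 biological samples of the time course, the log2 ratio of ROS-bZIP1 was compared with that of each of the 3 genes. With ATP sulfurylase, Pearson's r was 0.31 (permutation p = 0.385, adjusted over the 3 genes 0.746) and Spearman's rho 0.25 (permutation p = 0.494, adjusted 0.535). With ferritin, r was -0.17 (permutation p = 0.631, adjusted 0.746) and rho -0.35 (permutation p = 0.331, adjusted 0.535). With the HMG gene, r was -0.12 (permutation p = 0.746, adjusted 0.746) and rho -0.22 (permutation p = 0.535, adjusted 0.535). Without the 2 samples farthest from the median of ROS-bZIP1, r was 0.06 for ATP sulfurylase, 0.05 for ferritin and -0.19 for the HMG gene. The tests are two-sided, and a shift in time between 2 genes, with one induced before the other, is not seen by them. The comparison was chosen after the values had been seen.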

Induction of *ROS-bZIP1 *by exogenous H_2_O_2 _indicates that this gene is a direct target of an ROS-activated upstream component. The second rationale is that *ROS-bZIP1 *is differentially regulated between tolerant and intolerant rice cultivars and its early and robust expression appeared to be positively correlated with chilling tolerance. It appears that timely expression of *ROS-bZIP1 *is one of the initial triggers leading to the activation of the early transcriptome that plays critical roles in the initial physiological adjustments and configures subsequent defenses.

We also acknowledge the possibility that co-expression of *ROS-bZIP1 *and as1/ocs-like element-containing genes could be a mere coincidence, and that they are in fact not directly related in the context of a regulator and downstream target module. This is a possibility that we cannot ignore completely because of the fact that the microarray that we used in the survey consisted of only about 15% of the total genes encoded by the rice genome. There is a possibility that the regulator of the as1/ocs-like element-containing genes was not represented in the miroarray. Our on-going studies that include the analysis of the chilling stress transcriptome using a 45,000-oligonucleotide microarray representing the entire set of rice genes and *in vitro *binding of *ROS-bZIP1 *to the as1/ocs-like sequence will address this issue.

*ROS-bZIP1 *(or any of its homologs in other plants) has not yet been characterized in terms of its potential role in chilling tolerance. With the presumed large size of the putative *ROS-bZIP *– as1/ocs regulatory module, functional analysis of *ROS-bZIP1 *offers an opportunity to reveal another important switch of cold stress gene expression that has not been previously examined in detail in *Arabidopsis*. A cautionary note is that at this point the predicted regulatory relationship between *ROS-bZIP1 *and the as1/ocs element-containing genes awaits further confirmation by promoter deletion-reporter analysis, and direct protein-DNA binding assays such as gel-shift, yeast one-hybrid or chromatin immunoprecipitation. Nevertheless, the regulatory module that we inferred through an integrative genomics approach provides a strong justification for future use of these candidate genes as prototype model for further dissection of the early response ROS-mediated gene regulon by genome-wide transcriptome analysis of transcription factor-overexpressing or knock-out lines.

We found that the upstream regions (-1,000 bp) of the Group-I '*early response*' genes were enriched with potential Myb-target (MybR) motifs. *ROS-bZIP1 *in particular contains three CAAC-type and three other types of MybR motifs, suggesting a possibility that the next component upstream to this gene in the ROS-mediated pathway is probably a Myb-type transcription factor. Constitutively expressed transcription factors could be direct targets of ROS [55]. An H_2_O_2_-sensitive Myb protein is the most likely direct link of the putative *ROS-bZIP – as1/ocs *regulatory module to the chilling induced-H_2_O_2 _signal possibly by activating such protein. Evidence showed that constitutively expressed Myb proteins are activated by redox state-mediated conformational changes in their DNA-binding domains [56]. This could be one possible way by which H_2_O_2 _activates a putative upstream Myb protein that regulates the expression of *ROS-bZIP1*. Alternatively, an inactive Myb protein may be activated through phosphorylation by an upstream kinase that is sensitive to H_2_O_2_. Changes in intracellular Ca^2+ ^concentration may be involved in this activation [57]. Either way, a bZIP-type transcription factor appears to be the most upstream component that is regulated at the transcriptional level by an ROS-activated Myb protein (pathway-1 in Figure 8).

Another interesting feature of the as1/ocs-like element-containing genes is the significant occurrence of MybR motifs (different types combined) in their promoters. For instance, all five genes studied in detail by qPCR including those that were confirmed to be induced by exogenous H_2_O_2 _(*OsMyb4*, EREBP1-type transcription factor, HMG protein, ferritin, and putative ATP sulfurylase) contain different types of MybR motifs. However, unlike the as1/ocs and W-box elements, which are very closely related (nearly identical in sequence), there was no obvious consensus MybR motif found in the promoters of this group of genes. Nevertheless, it is likely that the as1/ocs-like element-containing genes might also be regulated through a secondary route, perhaps involving a possible MybR element and a constitutively expressed but ROS-activated Myb similar to the proposed regulation of *ROS-bZIP1*. In this case, the chilling- and H_2_O_2_-induced expression of this group of genes may be the result of the interaction between as1/ocs-like and certain MybR elements. The slight variation in expression profiles among the Group-II genes examined may be attributable to the potential interaction between as1/ocs-like and certain MybR elements. Alternatively, since all the as1/ocs-like element-containing genes examined by qPCR had significant basal expression level (constitutive level) but highly induced by chilling, the occurrence of certain MybR motifs may be related to a possible modulator function or potential determinants of the basal expression of this specific group of genes.

A number of genes that belong to the proposed *ROS-bZIP – as1/ocs *regulatory module also contain CRT/DRE-like motifs in their promoters. An example of this is ferritin (Os11g01530), which has been reported as a putative *CBF/DREB *target [24]. Previously, we also reported a sequential activation of *CBF/DREB *homolog and CRT/DRE-containing gene (*OsLti6a*) in CT6748-8-CA-17 during the initial 24 hours at 10°C [23]. Both ferritin and *OsLti6a *had genotype-specific expression profiles (CT6748-8-CA-17 vs. INAP12) that were very similar to the patterns of the representative Group-II genes. Therefore, ferritin and *OsLti6a *represent a group of genes that are potentially regulated by both an ROS-responsive bZIP and *CBF/DREB *transcription factors (pathway-2 in Figure 8). This result suggests a potential link between the ROS-mediated and *CBF/DREB *regulons through common downstream target genes. Promoter motif distribution data also showed that less than 40% of the '*early response*' genes identified in this study contain both as1/ocs element and CRT/DRE in their promoters (at least within the -500 region), suggesting that the overlap between these two regulons is probably not that extensive. Comparative microarray analysis of transgenic lines overexpressing *ROS-bZIP1 *and *CBF/DREB *is currently underway to address this hypothesis.

ABA signaling has known linkages with ROS-mediated signaling [41,49]. However, based on our current results it does not appear that the putative *ROS-bZIP – as1/ocs *regulatory module is directly linked to ABA-mediated pathway at least by virtue of the lack of detectable ABA-mediated induction of representative as1/ocs-like element-containing genes. Alternatively, it is possible that the ROS-mediated regulon is upstream to ABA in the signaling pathway. More detailed analysis of the effect of exogenous ABA on a larger set of confirmed H_2_O_2_-responsive genes is required to validate these hypotheses. Genome-wide microarray survey is also currently underway to address this hypothesis.

## Conclusion

Rice is sensitive to even mild cold stress (chilling) particularly at the early stages of seedling establishment. However, japonica cultivars are generally more tolerant than most indica cultivars. Studies aiming to dissect the regulatory networks that define the mechanism by which the responses of a chilling-sensitive plant like rice might differ from the responses of chilling-insensitive plants are just in the early stages. Based on the analysis of a subset of candidate genes, we hypothesized that the early response transcriptome has an important role in the short-term defenses, which are crucial to the survival of a chilling-sensitive plant like rice under above-freezing temperature conditions.

In this study, we have established the rationale that ROS is involved in the early branches of the chilling stress response transcriptional network of rice. We have identified the components of a putative ROS-mediated regulatory module by an integrative analysis of genomics data. We propose that ROS regulates an important component of early response transcriptome by mediating the rapid induction of a group of as1/ocs-like element-containing genes, hence ROS-dependent regulon. We also hypothesized that this regulon is probably independent of the *CBF/DREB *or ABA-mediated regulons in rice. The putative *ROS-bZIP – as1/ocs *regulatory module is currently being validated by biochemical and genetic tests. Given the rapidly growing functional genomics resources for rice, our next step is also to validate the putative regulatory module described in this report with the use of mutants and overexpression lines. Physiological experiments are currently underway to compare the intracellular ROS levels between japonica (chilling tolerant) and indica (chilling intolerant) rice seedlings during the initial 24 hours of chilling.

## Methods

### Plant materials, growth conditions, and stress treatments

Two rice cultivars that exhibit contrasting sensitivity to chilling (CT6748-8-CA-17, tolerant; INIAP12, intolerant) were used in this study [23]. Mature, non-dormant seeds were sterilized in 30% ethanol, rinsed in sterile water and allowed to germinate in 1.5% agar or moist filter paper. Seedlings were allowed to grow to S_3 _stage for 8 to 10 days at 29°C (± 1°C). For the cold stress treatment, S_3_-stage seedlings on agar plates were placed in a growth chamber (Percival Model E-30BHO, Percival Scientifc, Perry, IA) maintained at a constant temperature of 10°C (± 1°C), continuous light (73 μmol sec^-1^m^-2^) and 50–60% RH for the 24 hour duration of the experiment. Control seedlings were grown under the same condition but at 29°C (± 1°C).

ABA and H_2_O_2 _treatments were performed under the same temperature and light conditions as the control experiment. ABA treatment was performed by placing S_3_-stage seedlings on 4 layers of filter paper soaked in 100 μM ABA. H_2_O_2 _treatment was performed by placing S_3_-stage seedlings on four layers of filter paper soaked in 1 mM H_2_O_2 _for 2 hours and then transferring them back to layers of water soaked filter paper for another 10 hours (pulse-treatment). In both ABA and H_2_O_2 _experiments, control seedlings were grown on four layers of water-soaked filter paper. Total RNA was isolated from frozen shoot tissues with the TRIzol reagent (Invitrogen, Grand Island, NY) following the manufacturer's protocol.

### Microarray analysis

A cDNA microarray was assembled by the Michigan State University Genomics Technology Support Facility (East Lansing, MI). This microarray contains 5,855 features derived from a unigene set of a subtracted EST library of cold stressed rice at S_3 _seedling stage and a normalized EST library of drought stressed rice plants at booting stage [29]. Individual microarray features were spotted in duplicate, hence each slide consists of 11,710 spots (technical replicate) representing 5,855 unique features. The target RNA samples for microarray hybridization were from seedlings (S_3 _stage) of the chilling tolerant cultivar CT6748-8-CA-17 after 0.5, 2, 6, 12 and 24 hours at 10°C. Separate control RNA from seedlings maintained at 29°C was used for each stress time point to cancel out potential developmental effects between control and chilling stressed seedlings.

Two independent biological replicates were performed for each pair of control and chilling stress treatments. Equal amounts of total RNA (20 μg) from chilling stressed and control seedlings were reverse transcribed and labeled with Cy3 and Cy5 dyes, respectively, using the CyScribe post-cDNA synthesis labeling kit (Amersham-GE Healthcare, Piscataway, NJ) according to the manufacturer's protocol. Microarray slides were hybridized for 16 hr in humidified chambers maintained at 42°C. Following hybridization, the microarray slides were subjected to three-step stringency washes (2X SSC + 1% sarcosyl, 2X SSC, 0.2X SSC). Gene expression data was acquired by measuring the fluorescence intensity of each spot at 532 nm (Cy3) and 635 nm (Cy5) with the GenePix Pro 4200 scanner (Axon Instruments, Union City, CA). The signal intensity of each spot was expressed as medians of pixels after background subtraction, i.e., signal minus background (F_635 _or F_532_) Median – B_635 _or B_532_). Expression values were normalized so that mean of the ratio of medians of all of the features is equal to 1. This normalization method is based on the premise that most genes on the array are not differentially expressed, and therefore the arithmetic mean of the ratios from every feature on a given array should be equal to 1. Microarray data can be accessed at the Gene Expression Omnibus (Acc. GSE7071).

Microarray data was analyzed using the Acuity Bioinformatics Suite (Axon Instruments, Union City, CA). The average signal intensity values of the duplicate spots were averaged between biological replicates and values were expressed as a base_2 _logarithm of the ratio of medians, i.e., log_2 _(F_532_median-B_532_)/(F_635_median-B_635_). Log ratios were transformed to fold-change values in subsequent analyses. Significant change in gene expression was defined as fold-increase in chilling stress relative to control at or above a cut-off level of 1.8-fold.

### *Ab initio *analysis of promoters

ESTs for all upregulated microarray features were anchored to the map-based sequence of japonica rice using the TIGR rice genome browser. The designated genomic ORF for a feature was identified based on the closest match in blastN alignment (lowest e-value; in most cases this is equal to or very close to 0), hence, features were subsequently designated by the locus number of the corresponding genomic ORF. Based on the most current genome annotation, the transcription start site (TSS), initiation codon and predicted TATA box of a given locus were determined. The upstream region of a genomic locus from the start codon was extracted from the genome sequence and used for subsequent analysis. Our analysis of the sequences of few CT6748-8-CA-17 genomic clones of Group-II genes showed identical sequences with the Nipponbare reference.

Significantly overrepresented promoter motifs were identified using an *ab initio *method implemented in the Dragon Motif Builder program with EM1 and EM2 option [33]. With the EM1 option the system attempts to extend or shrink motifs to find the best motif length for a family, while in the EM2 option all possible motif lengths within certain range are examined and the best collections of motifs are selected. Up to 30 motif families were detected in each run using motif length in the range of 5–10 nucleotides. The threshold values used for detection were set at 0.85, 0.875, 0.90 and 0.95 from the range of (0, 1). Since the identification of motif families is heuristic and influenced by the overall DNA sequence composition, the variations in the length of the searched regions may influence the type of motifs identified. As we had no prior information where the motifs of interest could be located, we experimented with different lengths of promoters covering (-1000, -1), (-1000, +350), (-500, -1), (-500, +350) and (-500, +200) relative to the TSS. Details of motif families identified are given in the Table 2.

To enhance the detection of stress-related motif families, promoter sequences of genes not associated with cold stress were selected at random and used as background or negative control dataset. The biological significance of the identified motifs was inferred by their presence in databases such as PLACE [34], TRANSFAC [35], and AGRIS [36]. Enrichment levels of the candidate motifs were based on the e-value and percentage of occurrence relative to the background sequence. The homogeneity of the motifs in each individual group (total information content) is related to the average binding energy for the collection of sites [58]. The motifs predicted using this scheme were also compared with the results of similar analysis using the MEME/MAST System for motif discovery [37].

### RNA gel-blot analysis

Equal amounts (20 μg) of total RNA samples from control and ABA-treated seedlings were fractionated by electrophoresis in formaldehyde gels (Ambion, Austin, TX). The RNA was blotted onto Hybond N^+ ^nylon membrane (Amersham-GE Healthcare, Piscataway, NJ) using standard procedures. EST probes were random-prime labeled with α^32^P-dCTP using the RediPrime kit (Amersham-GE Healthcare, Piscataway, NJ). RNA gel blot was hybridized with ^32^P-labeled probes (Amersham-GE Healthcare, Piscataway, NJ) by standard procedures.

### Real-time PCR (qPCR) analysis

Total RNA (1 μg) was reverse transcribed using oligo-dT and random primer cocktail and iScript cDNA Synthesis kit (Bio-Rad Laboratories, Hercules, CA) following the manufacturer's instructions. Gene-specific primers for the control (actin, Os10g36650) and experimental genes were designed based on the sequences of corresponding genomic ORF (Table 3). 

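The feature of the actin gene ACT2 (LOC4349087) had fold changes of 1.15 at 0.5 hours, 1.15 at 2 hours, 0.901 at 6 hours, 1.02 at 12 hours and 0.668 at 24 hours. Its adjusted p by limma was lowest at 24 hours, at 0.363, where both replicates were below the control, at log2 ratios of -0.56 and -0.60. Another actin gene, ACT1 (LOC4333919), picked after its values had been seen, stood at 2.13-fold at 2 hours, 1.98-fold at 6 hours, 2.11-fold at 12 hours and 2.12-fold at 24 hours, with adjusted p from 0.0949 to 0.347. Ratios within an array show unequal change and cannot show that a feature was constant, and actin cDNAs can bind transcripts of related actin genes.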

The actin gene was chosen as the reference based on its constitutive expression in the microarray and RNA gel blot data. The actin-specific primers were designed to span an exon interrupted by 100-bp intron. Thus, amplified actin fragments from cDNA and genomic DNA templates were 120 bp and 220 bp, respectively. This method allowed effective use of the control actin gene to assess background amplification from genomic DNA contamination.

**Table 3:** Gene-specific primers used for quantitative RT-PCR analysis. Primers were designed based on EST and corresponding genomic locus.

**Primer name**	**Sequence (5' to 3')**	**Locus No.**
CAT1-F	CCGTATGGAACAACAACAACTC	Os03g03910
CAT1-R	GATACGCTCCCTGTCGAAGT	
bZIP-F	AGCTAAGAGATGCCCTGAATGAAG	Os08g43090
bZIP-R	TCTGCGATGACTGTTGTTGCTGTAT	
bHLH-F	CGGGATCGAGCAGGCGGTCAT	Os01g70310
bHLH-R	GCAGGAGCACGGTCTTAATTTCTTCAGG	
Myb-F	CCAAGGAGGAGGAGGACACCATC	Os04g43680
Myb-R	GCATCGAGGCGCTTCTTGAGG	
HMG-F	GGAAGGCCGGCAAGGACCCCAACA	Os06g51220
HMG-R	TTCCACCTATCACCGGCTGCTTTTCCTACA	
ATPSul-F	GCCCAGCTGCGTGAAGAGTTTG	Os03g53230
ATPSul-R	AAGAAGGCGTTTGCGTGTATCAGTCA	
Ferri-F	CCCCCAGGCCAAGGACCAGT	Os11g01530
Ferri-R	ACGATCAAAGTAGGCGAAAAGGGAGTG	
DI19-F	GGGTGCCCATTTCAGAGTTCA	Os01g73960
DI19-R	GCAGATAAATTGGGAGAGCAGTGG	
ATPSyn-F	AGCTCGTGATGAAGTCCATCGTGC	Os12g07140
ATPSyn-R	CGTGCTGATGATGACTGCGATGAT	
AUX-F	CAAGAACACGATGGCAACCAACCA	Os01g13030
AUX-R	TTACCGGTGCTGAAGCCAATGAAC	
Pfkin-F	CCAAGCCGGGCAGCCTCTCGTT	Os01g47550
Pfkin-R	CGCGCCGCCACCGTCTCC	
Ripe-F	CTGTGTTTCGCCTTCGTCTACCATCT	Os04g30490
Ripe-R	TCTGCGGGCAAGGACGAACTG	
AnTr-F	TCTCTGAACCCGGATGATATGGACTGC	Os03g05390
AnTr-R	CGATGCCCGGAGCGACTTGAT	
ACT2-F	CATGAAGATCAAGGTTGTCGCTCC	Os10g36650
ACT2-R	CCAGATTCTTCATACTCAGCCCTTG	
EREBP1-F	CTGCCAAAAGAAAGAGAAAGAACCAAT	Os02g54160
EREBP1-R	TGCCAAGCCAGACACGAACAC	

Quantitative RT-PCR (qPCR) analysis of the control (actin) and experimental genes were performed in at least three independent replicates using a single color real-time PCR system with SYBR Green Supermix (Bio-Rad Laboratories, Hercules, CA). Each qPCR cocktail consisted of the cDNA template (2 μl) and gene-specific oligonucleotide primers (4 ng/μl) in a total reaction volume of 20 μl. The cycling parameters were as follows: cDNA template denaturation at 94°C (20 sec), annealing at primer-specific temperature (15 sec), extension at 72°C (20 sec) for a total of cycles, followed by a final extension step at 72°C (5 min). The qPCR profiles of experimental genes were normalized relative to the control actin gene expression. The relative expression of each experimental gene was based on ΔC_T _normalized against the reference actin gene (Bio-Rad PCR Manual, Bio-Rad Laboratories, Hercules, CA). The relative expression values of the control (time point 0 hour) was set to zero by subtracting the values from the treatment values at all time points.

## Authors' contributions

CC performed the entire microarray experiments including analysis, RNA gel blot analyses, anchoring of ESTs to the rice genome sequence and manual analysis of promoter sequences. KYY designed and performed all qPCR analyses, manual promoter analysis, anchoring of ESTs to the genome sequence, submitted the microarray data to GEO and contributed in the assembly of the hypothetical model of ROS-mediated regulon. HR contributed to the analysis of microarray data. YJ and SJY helped in the assembly of unigenes for cDNA microarray. BM and VBB designed and performed the *ab initio *promoter analysis by the Dragon Motif Builder. BGDR conceptualized, designed and coordinated the whole study, constructed and analyzed the subtracted EST library and assembled the unigene set for the cDNA microarray. He also performed the integrated analysis of the transcriptome and promoter data, assembled the hypothetical model for the ROS-mediated regulon and wrote the entire manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Genes with ≥ 1.8-fold induction during the initial 24 hr of exposure at 10°C. This table provides a list of all the genes identified from the microarray survey that exhibited at least 1.8-fold induction in at least one time point during the initial 24 hr of chilling stress. The corresponding genomic locus number (TIGR rice genome annotation) and temporal grouping (Group 1 or Group II) are also indicated. Click here for file

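Among the 100 features of Additional file 2 found on the platform, the highest fold change was that of the lipid transfer protein LTP, at 4.60 (12 hours). It did not pass the test (limma adjusted p = 0.0775), with log2 ratios of 3.05 and 1.35 in the replicates. Next was the ankyrin-like protein NPR4, which rose to 3.48 at 12 hours (limma adjusted p = 0.0384). NADH-glutamate synthase, an enzyme of nitrogen assimilation, rose to 3.35 at 24 hours (adjusted p = 0.0252) and the phosphoesterase family gene to 2.87 at 24 hours (adjusted p = 0.0441). A Sec61p transfer protein, part of the protein channel of the ER, reached 3.02, an SF21-like protein 2.90 and pyruvate kinase 2.85 at 12 hours, cytosolic glyceraldehyde 3-phosphate dehydrogenase 2.84 at 24 hours and the ubiquitin conjugating enzyme 2.83 at 12 hours, without passing the test. These are the highest 10 of the features found, together with ferritin, and ESTs of Additional file 2 that were not found could not be ranked, and the paper's values for them had been seen when this choice was made. The enolase EST of Additional file 1, a different one from that given for the same locus in Additional file 2, was at 3.80 at 12 hours, above all of these but LTP (adjusted p = 0.0626). The call of the phosphoesterase family gene was lost with the median of each array set to 0 (adjusted p = 0.0631) and without replicate 1 at 24 hours (adjusted p = 0.831), that of NADH-glutamate synthase without replicate 1 (adjusted p = 0.371), and that of NPR4 without either replicate at 12 hours (adjusted p = 0.449 and 0.0593). The fold changes are means of 4 spots, 2 in each biological replicate.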

Additional file 2 Time-course profiles of 121 '*early response*' genes. The temporal expression patterns of all identified upregulated genes are summarized in this table with fold-change values. Click here for file

## References

[B1] Benedict C, Geisler M, Trygg J, Huner N, Hurry V (2006). Consensus by democracy. Using meta-analyses of microarray and genomic data to model the cold acclimation signaling pathway in *Arabidopsis *. Plant Physiol.

[B2] Chinnusamy V, Zhu J, Zhu JK (2006). Gene regulation during cold acclimation in plants. Physiol Plant.

[B3] Nakashima K, Yamaguchi-Shinozaki K (2006). Regulons involved in osmotic stress-responsive and cold stress-responsive gene expression in plants. Physiol Plant.

[B4] Van Buskirk H, Thomashow MF (2006). *Arabidopsis *transcription factors regulating cold acclimation. Physiol Plant.

[B5] Nordin K, Vahala T, Palva ET (1993). Differential expression of two related low temperature induced genes of *Arabidopsis thaliana *. Plant Mol Biol.

[B6] Shinozaki K, Yamaguchi-Shinozaki K (2000). Differences and cross-talk between two stress signaling pathways. Curr Opin Plant Biol.

[B7] Thomashow MF (1999). Freezing tolerance genes and regulatory mechanisms. Ann Rev Plant Physiol Plant Molec Biol.

[B8] Yamaguchi-Shinozaki K, Shinozaki K (1993). Characterization of the expression of a desiccation-responsive *rd29 *gene of *Arabidopsis thaliana *and analysis of its promoter in transgenic plants. Mol Gen Genet.

[B9] Artus NN, Uemura M, Steponkus PL, Gilmour SJ, Lin CT, Thomashow MF (1996). Constitutive expression of the cold-regulated *Arabidopsis thaliana COR15a *gene affects both chloroplast and protoplast freezing tolerance. Proc Natl Acad Sci USA.

[B10] Cook D, Fowler S, Fiehn O, Thomashow MF (2004). A prominent role for the CBF cold response pathway in configuring the low temperature metabolome of *Arabidopsis *. Proc Natl Acad Sci USA.

[B11] Gilmour SJ, Sebolt AM, Salazar MP, Everard JD, Thomashow MF (2000). Overexpression of the *Arabidopsis CBF3 *transcriptional activator mimics multiple biochemical changes associated with cold acclimation. Plant Physiol.

[B12] Liu Q, Kasuga M, Sakuma Y, Abe H, Miura S, Yamaguchi-Shinozaki K, Shinozaki K (1998). Two transcription factors, *DREB1 *and *DREB2*, with an EREBP/AP2 DNA binding domain separate two cellular signal transduction pathways in drought- and low temperature-responsive gene expression, respectively in *Arabidopsis*. Plant Cell.

[B13] Fowler S, Thomashow MF (2002). *Arabidopsis *transcriptome profiling indicates that multiple regulatory pathways are activated during cold acclimation in addition to the *CBF *cold response pathway. Plant Cell.

[B14] Giraudat J, Parcy F, Bertandre N, Gosti F, Leung J, Morris PC, Bouvier-Durand M, Vartanian N (1994). Current advances in abscisic acid action and signaling. Plant Mol Biol.

[B15] Jakoby M, Weisshaar B, Droge-Laser W, Vicente-Carbajosa J, Tiedemann J, Kroj T, Parcy F (2002). bZIP transcription factors in *Arabidopsis *. Trends Plant Sci.

[B16] Reichmann JL, Meyerowitz EM (1998). The AP2/EREBP family of plant transcription factors. Biol Chem.

[B17] Stockinger EJ, Gilmour SJ, Thomashow MF (1997). *Arabidopsis thaliana CBF1 *encodes an AP2 domain-containing transcription activator element that binds to the C-repeat/DRE, a cis-acting regulatory element that stimulates transcription in response to low temperature and water deficit. Proc Natl Acad Sci USA.

[B18] Jaglo-Ottosen KR, Gilmour SJ, Zarka DG, Schabenberger O, Thomashow MF (1998). *Arabidopsis CBF1 *overexpression induces *COR *genes and enhances freezing tolerance. Science.

[B19] Kasuga M, Kiu Q, Miura S, Yamaguchi-Shinozaki K, Shinozaki K (1999). Improving plant drought, salt and freezing tolerance by gene transfer of a single stress-inducible transcription factor. Nature Biotech.

[B20] Vogel JT, Zarka DG, Van Buskirk H, Fowler SG, Thomashow MF (2005). Roles of the *CBF2 *and *ZAT12 *transcription factors in configuring the low temperature transcriptome of *Arabidopsis*. Plant J.

[B21] Lee B, Henderson DA, Zhu JK (2005). The *Arabidopsis *cold-responsive transcriptome and its regulation by *ICE1*. Plant Cell.

[B22] Lee H, Guo Y, Ohta M, Xiong L, Stevenson B, Zhu JK (2002). *LOS2*, a genetic locus required for cold-responsive gene transcription encodes a bi-functional enolase. EMBO J.

[B23] Morsy MR, Almutairi AM, Gibbons J, Yun SJ, De los Reyes BG (2005). The *OsLti6 *genes encoding low-molecular-weight membrane proteins are differentially expressed in rice cultivars with contrasting sensitivity to low temperature. Gene.

[B24] Rabbani MA, Maruyama K, Abe H, Khan MA, Katsura K, Ito Y, Yoshiwara K, Seki M, Shinozaki K, Yamaguchi-Shinozaki K (2003). Monitoring expression profiles of rice genes under cold, drought, and high salinity stresses and abscisic acid application using cDNA microarray and RNA gel-blot analyses. Plant Physiol.

[B25] Yazaki J, Shimatani Z, Hashimoto A, Nagata Y, Fujii F, Kojima K, Suzuki K, Taya T, Tonouchi M, Nelson C, Nakagawa A, Otomo Y, Murakami K, Matsubara K, Kawai J, Carninci P, Hayashizaki Y, Kikuchi S (2004). Transcriptional profiling of genes responsive to abscisic acid and gibberellin in rice: phenotyping and comparative analysis between rice and *Arabidopsis *. Physiol Genomics.

[B26] Zhang X, Fowler SG, Cheng H, Lou Y, Rhee SY, Stockinger EJ, Thomashow MF (2004). Freezing-sensitive tomato has a functional CBF cold response pathway, but a *CBF *regulon that differs from that of freezing-tolerant *Arabidopsis*. Plant J.

[B27] Dubouzet JG, Sakuma Y, Ito Y, Kasuga M, Dubouzet EG, Miura S, Seki M, Shinozaki K, Yamaguchi-Shinozaki Y (2003). *OsDREB *genes in rice, *Oryza sativa *L., encode transcription activators that function in drought-, high salt-, and cold-responsive gene expression. Plant J.

[B28] Provart NJ, Gil P, Chen W, Han B, Chang HS, Wang X, Zhu T (2003). Gene expression phenotypes of *Arabidopsis *associated with sensitivity to low temperatures. Plant Physiol.

[B29] De los Reyes BG, Morsy M, Gibbons J, Varma TSN, Antoine W, McGrath JM, Halgren R, Redus M (2003). A snapshot of the cold stress transcriptome of developing rice seedlings (*Oryza sativa *L.) via ESTs from subtracted cDNA library. Theor Appl Genet.

[B30] Desikan R, Mackerness SAH, Hancock JT, Neill SJ (2001). Regulation of the Arabidopsis transcriptome by oxidative stress. Plant Physiol.

[B31] Ulker B, Somssich IE (2004). WRKY transcription factors: from DNA binding towards biological function. Cur Op Plant Biol.

[B32] Vaninni C, Locatelli F, Bracale M, Magnani E, Marsoni M, Osnato M, Mattana M, Baldoni E, Coraggio I (2004). Overexpression of the rice *Osmyb4 *gene increases chilling and freezing tolerance of *Arabidopsis *thaliana plants. Plant J.

[B33] Huang L, Yang R, Chowdhary A, Kassim V, Bajic VB (2005). An algorithm for *ab initio *DNA motif detection. Information Processing and Living Systems, World Scientific.

[B34] Higo K, Ugawa Y, Iwamoto M, Korenaga T (1999). Plant cis-acting regulatory DNA elements (PLACE) database. Nucl Acids Res.

[B35] Matys V, Fricke E, Geffers R, GoBling E, Haubrock M, Hehl R, Hornischer K, Karas D, Kel AE, Kel-Margoulis OV, Kloos DU, Land S, Lewicki-Potapov B, Michael H, Munch R, Reuter I, Rotert S, Saxel H, Scheer M, Thiele S, Wingender E (2003). TRANSFAC: transcriptional regulation, from patterns to profiles. Nucl Acids Res.

[B36] Davuluri RV, Sun H, Palaniswamy SK, Matthews N, Molina C, Kurtz M, Grotewold E (2003). *Arabidopsis *AGRIS: Gene Regulatory Information Server, an information resource of Arabidopsis cis-regulatory elements and transcription factors. BMC Bioinformatics.

[B37] Bailey TL, Williams N, Misleh C, Li WW (2006). Discovering and analyzing DNA and protein sequence motifs. Nucl Acids Res.

[B38] Chen W, Singh KB (1999). The auxin, hydrogen peroxide and salicylic acid induced expression of the *Arabidopsis GST6 *promoter is mediated in part by an ocs element. Plant J.

[B39] Garreton V, Capinelli J, Jordana X, Holuigue L (2002). The as-1 promoter element is an oxidative stress-responsive element and salicylic acid activates it via oxidative species. Plant Physiol.

[B40] Johnson C, Broden E, Arias J (2003). Salicylic acid and *NPR1 *induce the recruitment of trans-activating TGA factors to a defense gene promoter in *Arabidopsis*. Plant Cell.

[B41] Orozco-Cardenas ML, Narvaez-Vasquez J, Ryan CA (2001). Hydrogen peroxide acts as a secondary messenger for the induction of defense genes in tomato plants in response to wounding, systemin, and methyl jasmonate. Plant Cell.

[B42] Bolwell GP, Bindschendler LV, Blee KA, Butt VS, Davies DR, Gardner SL, Gerrish C, Minibayeva F (2002). The apoplastic oxidative burst in response to biotic stress in plants: a three-component system. J Expt Bot.

[B43] Corpas FJ, Barroso JB, del Rio LA (2001). Peroxisomes as a source of reactive oxygen species and nitric oxide signal molecules in plant cells. Trends Plant Sci.

[B44] Neill S, Desikan R, Hancock J (2002). Hydrogen peroxide signaling. Cur Op Plant Biol.

[B45] Sagi M, Fluhr R (2006). Production of reactive oxygen species by plant NADPH oxidases. Plant Physiol.

[B46] Hegedus A, Erdei S, Janda T, Szalai J, Dudits D, Horvath G (2002). Effects of low temperature stress on ferritin or aldose reducatse overexpressing transgenic tobacco plants. Acta Biol Sze.

[B47] Finkel T (2000). Redox-dependent signal transduction. FEBS Lett.

[B48] Kovtun Y, Chiu WL, Tena G, Sheen J (2000). Functional analysis of oxidative stress-activated mitogen-activated protein kinse cascade in plants. Proc Natl Acad Sci USA.

[B49] Zhang X, Zhang L, Dong F, Gao J, Galbraith DW, Song CP (2001). Hydrogen peroxide is involved in abscisic acid-induced stomatal closure in *Vicia faba *. Plant Physiol.

[B50] Lebel E, Heifetz P, Thorne L, Uknes S, Ryals J, Ward E (1998). Functional analysis of regulatory sequences controlling *PR-1 *gene expression in *Arabidopsis*. Plant J.

[B51] Mare C, Mazzucotelli E, Crosatti C, Francia E, Stanca AM, Cattivelli L (2004). *Hv-WRKY38 *: a new transcription factor involved in cold- and drought-response in barley. Plant Mol Biol.

[B52] Zhang Y, Tessaro MJ, Lassner M, Li X (2003). Knockout analysis of *Arabidopsis *transcription factors TGA2, TGA5, and TGA6 reveals their redundant and essential roles in systemic acquired resistance. Plant Cell.

[B53] Dai S, Zhang Z, Chen S, Beachy RN (2004). *RF2b*, a rice bZIP transcription activator, interacts with *RF2a *and is involved in symptom development of rice tungro disease. Proc Natl Acad Sci USA.

[B54] Yin Y, Zhu Q, Dai S, Lamb C, Beachy RN (1997). *RF2a*, a bZIP transcriptional activator of the phloem-specific rice tungro bacilliform virus promoter, functions in vascular development. EMBO J.

[B55] Delaunay A, Isnard AD, Toledano MB (2000). H_2_O_2 _sensing through oxidation of the *Yap1 *transcription factor. EMBO J.

[B56] Myrset AH, Bostard A, Jamin N, Lirsac PN, Toma F, Gabrielsen OS (1993). DNA and redox state induced conformational changes in the DNA-binding domain of the Myb oncoprotein. EMBO J.

[B57] Knight H, Trewavas AJ, Knight MR (1996). Cold calcium signaling in *Arabidopsis *involves two cellular pools and a change in calcium signature after acclimation. Plant Cell.

[B58] Stormo GD (2000). DNA binding sites: representation and discovery. Bioinformatics.

# Supplementary material for: An early response regulatory cluster induced by low temperature and hydrogen peroxide in seedlings of chilling-tolerant japonica rice
**Source:** BMC Genomics. 2007 Jun 18;8:175. doi: 10.1186/1471-2164-8-175
**Supplement:** Additional file 1 — Genes with ≥ 1.8-fold induction during the initial 24 hr of exposure at 10°C. This table provides a list of all the genes identified from the microarray survey that exhibited at least 1.8-fold induction in at least one time point during the initial 24 hr of chilling stress. The corresponding genomic locus number (TIGR rice genome annotation) and temporal grouping (Group 1 or Group II) are also indicated.

Additional file 1: Genes with >1.8-fold induction during the initial 24 hr at 10oC.

| **EST annotationa** | **EST Accession** | **Locus No.** |
| --- | --- | --- |
| **Group-I** |  |  |
| Similar to Arabidopsis expressed protein | CA763335 | Os12g19350 |
| Putative malate dehydrogenase | CA998008 | Os01g46070 |
| Putative ubiquitin conjugating enzyme | CA998024 | Os10g11260 |
| Hypothetical protein | CA759740 | unknown |
| Channel protein (MIP) similar to NOD26 | CA761959 | Os06g12310b |
| Hypothetical protein | CA765797 | Os02g42540 |
| Mitochondrial processing peptidase -II chain | CA999664 | Os01g09560 |
| GDP dissociation inhibitor protein**c** | CA766013 | Os05g34540 |
| Rice impaired sucrose induction protein | CA998323 | Os06g03850 |
| Unknown rice protein | CA998424 | Os03g27820 |
| -Amylase isozyme-3E precursor | CA999235 | Os08g36900 |
| **bHLH protein** | **CA998014** | **Os01g70310**d |
| **bZIP transcription factor (*ROS-bZIP1*)** | **CA998073** | **Os08g43090**bce |
| Universal stress protein, expressed | CA997955 | Os05g37970 |
| S-adenosylmethionine synthetase-1 | CA998007 | Os05g04510 |
| Similar to Arabidopsis avrRpt2-related protein | CA999193 | Os02g04800 |
| Harpin-induced gene-1 homolog | CA999922 | Os04g58850 |
| Putative casein kinase-II beta subunit | CB000323 | Os10g41520 |
| Similar to Arabidopsis vacuolar sorting protein | CA998160 | Os11g41130b |
| Proteasome subunit alpha type-2 | CA998038 | Os02g42320 |
| **Group-II** |  |  |
| Putative guanine deaminase | CA759494 | Os07g14150 |
| Putative glutamate dehydrogenase | CA760006 | Os02g43470 |
| **Putative ATP sulfurylase** | **CB000478** | **Os03g53230**bd |
| Elongation factor 1 (EF-1) | CA997866 | Os03g08050 |
| 26S proteasome regulatory AAA-ATPase subunit-6 | CA998999 | Os02g11050 |
| Fatty acid beta oxidation multifunctional protein | CA998085 | Os02g17390 |
| Auxin-induced protein AUX28 | CA998153 | Os12g40890c |
| Proteasome -subunit | CA998346 | Os08g43540 |
| Glycine-rich cell wall structural protein | CA998351 | Os03g14650 |
| Ankyrin-like proteind | CA766136 | Os01g61990 |
| Non-specific lipid transfer protein | CB000626 | Os12g02320 |
| pfkb-kinase domain protein | CA998167 | Os01g47550bd |
| **Putative auxin-responsive protein IAA8** | **CB000117** | **Os01g13030**c |
| Unknown expressed protein | CA999155 | Os01g14690 |
| Acetyl-CoA synthetase | EL586673 | unknown |
| Auxin-responsive protein IAA9 | CA999284 | Os05g14180c |
| Pyruvate kinase, cytosolic isozyme | CA999799 | Os04g58110 |
| Phenylalanine ammonia lyase | CA998134 | Os04g43800c |
| Putative HAK2 potassium ion transporter | CA998043 | Os01g70940 |

**a**Annotation based on the most significant BlastN hit. **b**Microarray data validated by northern blot (data not shown).

**c** Putative homologs of Arabidopsis H2O2-responsive genes [30]. **d**Genes analyzed by quantitative PCR.

Additional file 1 cont’d.

| **EST annotationa** | **EST Accession** | **Locus No.** |
| --- | --- | --- |
| **Group II** (cont’d) |  |  |
| Oxysterol-binding protein | CA998055 | Os03g16690 |
| Putative plastidic cysteine synthase-1 | CA999320 | Os01g74650 |
| Putative AMP-binding protein | CA998788 | Os03g04000 |
| Similar to two-component response-like protein PRR95 | CA764459 | Os09g36220 |
| 60S Ribosomal protein L10-3 | CB000149 | Os05g07700 |
| Putative anion transporter | CA759231 | Os03g05390bc |
| Phosphoesterase family protein | CA759247 | Os03g61130b |
| 40S ribosomal protein S3A | CA759562 | Os12g21798 |
| NADH-glutamate synthase | CA760007 | Os01g48960 |
| *O. sativa* ORF_OSJNBa0047D12.20 | CA760100 | unknown |
| Putative 30S ribosomal protein L13 | CA763167 | Os05g15370 |
| Drought-induced protein-19 | CA766210 | Os01g73960 |
| Putative ripening regulated protein | CA766427 | Os04g30490 |
| ADP-ribosylation factor | CB096284 | Os01g16030 |
| Putative serine/threonine protein kinase | CB096630 | Os07g48100 |
| **Ethylene response element binding protein (EREBP1)** | **CB096828** | **Os02g54160**bd |
| Similar to a reversibly glycosylated protein | CA997913 | Os04g56520 |
| Sec61p transfer protein | CA997842 | Os09g17830 |
| Malate dehydrogenase, cytoplasmic | CA997843 | Os10g33800 |
| Enolase | CA997931 | Os10g08550b |
| **High mobility group protein (HMG)** | **CA997954** | **Os06g51220**bd |
| **Ferritin** | **CA999789** | **Os11g01530**bcd |
| Glycosyl hydrolase family-1 protein | CA999930 | Os03g49600 |
| Mannose 6-phosphate isomerase | CA999612 | Os11g38810 |
| Putative ethylene forming enzyme | CB000008 | Os03g32470 |
| Putative disulfide isomerase | CB000189 | Os05g06430 |
| Putative serine hydroxymethyltransferase | CA765451 | Os05g35440 |
| Disease resistance protein (sumoylation ligase E3) | CA765471 | Os07g25890 |
| Protein disulfide isomerase | CB000459 | Os11g09280 |
| Glyceraldehyde 3-phosphate dehydrogenase, cytosolic | CA997943 | Os08g03290 |
| *O. sativa* ORF_OSJNBa0047D12.20 | CA760100 | unknown |
| Ligand-gated ion channel | CA760356 | Os06g09120 |
| Putative cullin | CA764973 | Os01g27150 |
| Polyubiquitin | CA998086 | Os06g46770 |
| Rab-GDP dissociation inhibitor protein | CB096560 | Os05g23860b |
| 2-Oxoglutarate/malate translocator protein | CB096933 | Os05g11780 |
| Geranyl diphosphate synthase | CB097201 | Os05g50550 |
| Polyubiquitin | CA767055 | Os05g42424 |
| Putative 60S ribosomal protein L7 | CA997837 | Os08g13690 |
| Glyceraldehyde 3-phosphate dehydrogenase | CA997870 | Os02g38920 |
| Expressed protein ORF_P0501G01.5 | CA997862 | Os01g43370 |
| Phenylalanine ammonia lyase | CA997981 | Os02g41630c |

**a**Annotation based on the most significant BlastN hit. **b**Microarray data validated by northern blot (data not shown).

**c** Putative homologs of Arabidopsis H2O2-responsive genes [30]. **d**Genes analyzed by quantitative PCR.

Additional file 1 cont’d.

| **EST annotationa** | **EST Accession** | **Locus No.** |
| --- | --- | --- |
| **Group II** (cont’d) |  |  |
| Putative 60S ribosomal protein | CA999946 | Os08g44450 |
| Phosphoglycerate kinase, cytosolic | CA998447 | Os02g07260 |
| **Myb protein (*OsMyb4*)** | **CB000724** | **Os04g43680**bcd |
| Smr domain-containing protein | CA999596 | Os06g09890b |
| Putative cellulose synthase-8 | CB000645 | Os07g14850 |
| Bisphosphoglycerate-indep. phosphoglycerate mutase | CA999846 | Os01g60190 |
| Probable inorganic disphosphatase | CB000017 | Os02g55890 |
| NB-ARC domain containing protein | CB000495 | Os11g13940 |
| Expressed protein AAP54340.1 | CA764838 | Os10g34370 |
| Potassium (K+) transport related protein | EL586674 | unknown |
| 40S Ribosomal protein S9 | CA997973 | Os03g05980 |
| 40S Ribosomal protein S4 | CB000020 | Os02g01560 |
| Similar to an integral membrane protein-like | CB001067 | Os07g26110 |
| Ribosomal protein S19 | CA998493 | Os04g16780 |
| Ribosomal protein S15 | CB000751 | Os07g10720 |
| **Expressed protein (ATP synthase-like)** | **CA997967** | **Os12g07140**bd |
| SF21-like protein | CA760250 | Os01g56590 |
| Citrate synthase | CA998959 | Os02g10070 |
| Ubiquitin/ribosomal protein S27a | CA764642 | Os01g22490 |
| Copper chaperone/heavy metal associated domain | CB000247 | Os02g32814 |
| Similar to Arabidopsis expressed protein | CA763996 | Os02g57750 |
| -Amylase-catalytic domain containing protein | CA998461 | Os06g26234 |
| Phospholipid transfer protein homolog | CA998474 | Os11g24070 |
| Expressed ZIM motif family protein | CA999670 | Os07g42370b |
| Phosphatidylinositol transfer protein III | CA759466 | Os02g04020 |
| Aldehyde dehydrogenase | CA761977 | Os11g08300 |
| Putative ADP ribosylation factor | CA762909 | Os01g59790 |
| Similar to early nodulin OsENOD93a protein | CA763224 | Os06g04930 |
| Putative leucine-rich repeat (LRR) protein | CA767317 | Os03g32580b |
| 40S ribosomal protein | CA999633 | Os03g10340 |
| Similar to Arabidopsis protein At3g51050 | CA766064 | Os02g01070 |
| DNAJ-like protein | CA999019 | Os02g43930 |
| Putative transaldolase | CA998060 | Os01g70170 |
| C3HC4-type ring finger protein | CA998362 | Os02g36740 |
| Similar to an unknown Arabidopsis protein | CA763291 | Os03g16800 |
| GDP dissociation inhibitor protein | CA766013 | Os05g34540b |
| Putative splicing factor-like protein | CA763100 | Os10g30370 |
| Cyclophilin | CA767313 | Os06g49480 |
| Nucleic acid binding protein with RNA recognition motif | CA762747 | Os02g35950 |
| 26S proteasome non-ATPase subunit-5 | CA759543 | Os03g63430 |

**a**Annotation based on the most significant BlastN hit. **b**Microarray data validated by northern blot (data not shown).

**c** Putative homologs of Arabidopsis H2O2-responsive genes [30]. **d**Genes analyzed by quantitative PCR.

# Supplementary material for: An early response regulatory cluster induced by low temperature and hydrogen peroxide in seedlings of chilling-tolerant japonica rice
**Source:** BMC Genomics. 2007 Jun 18;8:175. doi: 10.1186/1471-2164-8-175
**Supplement:** Additional file 2 — Time-course profiles of 121 'early response' genes. The temporal expression patterns of all identified upregulated genes are summarized in this table with fold-change values.

Additional file 2: Time-course profiles of 121 ‘*early response*’ genes.

| **EST Acc.** | **Locus No.** | **0.5 hr** | **2 hr** | **6 hr** | **12 hr** | **24 hr** |
| --- | --- | --- | --- | --- | --- | --- |
| CA759231 | LOC_Os03g05390 | -1.247 | -1.378 | 1.223 | 2.157 | 2.329 |
| CA759247 | LOC_Os03g61130 | 1.081 | -1.117 | 1.408 | 2.385 | 2.866 |
| CA759466 | LOC_Os02g04020 | -1.181 | -1.188 | -1.044 | 1.356 | 2.329 |
| CA759494 | LOC_Os07g14150 | -1.057 | 1.046 | 1.758 | 2.938 | 2.082 |
| CA759543 | LOC_Os03g63430 | -1.247 | -1.187 | 1.235 | 1.114 | 1.870 |
| CA759562 | LOC_Os12g21798 | 1.119 | 1.300 | 1.298 | 2.011 | 2.592 |
| CA759740 | **unknown** | 1.268 | 2.364 | 1.411 | 3.220 | 2.998 |
| CA760006 | LOC_Os02g43470 | -1.113 | 1.354 | 1.858 | 2.551 | 2.447 |
| CA760007 | LOC_Os01g48960 | 1.155 | 1.149 | 1.526 | 2.083 | 3.473 |
| CA760100 | **unknown** | -1.092 | 1.593 | 1.288 | 2.459 | 2.161 |
| CA760250 | LOC_Os01g56590 | -1.696 | -1.785 | 1.117 | 2.896 | 1.389 |
| CA760356 | LOC_Os06g09120 | -1.135 | -1.302 | 1.411 | 3.364 | 1.639 |
| CA761959 | LOC_Os06g12310 | 1.393 | 2.113 | 1.467 | 2.066 | 2.483 |
| CA761977 | LOC_Os11g08300 | -1.300 | -1.106 | 1.191 | 1.451 | 2.329 |
| CA762747 | LOC_Os02g35950 | -1.115 | -1.184 | -1.113 | 1.672 | 1.870 |
| CA762909 | LOC_Os01g59790 | -1.019 | -1.015 | 1.557 | 1.712 | 2.365 |
| CA763100 | LOC_Os10g30370 | 1.081 | -1.048 | -1.077 | 1.337 | 1.860 |
| CA763167 | LOC_Os05g15370 | 1.166 | 1.338 | 1.190 | 3.202 | 1.845 |
| CA763224 | LOC_Os06g04930 | -1.004 | -1.052 | -1.022 | 1.263 | 2.546 |
| CA763291 | LOC_Os03g16800 | 1.198 | 1.041 | 1.222 | 1.387 | 1.867 |
| CA763335 | LOC_Os12g19350 | 1.376 | 2.028 | 1.963 | 2.770 | 2.556 |
| CA763996 | LOC_Os02g57750 | -1.197 | 1.046 | 1.506 | 1.993 | 1.395 |
| CA764459 | LOC_Os09g36220 | -1.496 | -1.078 | 1.887 | 1.677 | 1.668 |
| CA764642 | LOC_Os01g22490 | -1.543 | 1.078 | -1.067 | 1.878 | 1.227 |
| CA764838 | LOC_Os10g34370 | -1.189 | 1.464 | 1.469 | 1.830 | 1.469 |
| CA764973 | LOC_Os01g27150 | -1.218 | 1.180 | 1.435 | 2.118 | 1.541 |
| CA765451 | LOC_Os05g35440 | 1.297 | 1.629 | 1.336 | 1.761 | 1.939 |
| CA765471 | LOC_Os07g25890 | -1.001 | 1.405 | 1.278 | 1.852 | 1.996 |
| CA765797 | LOC_Os02g42540 | -1.022 | 1.952 | 1.653 | 1.935 | 1.896 |
| CA766013 | LOC_Os05g34540 | 1.075 | 1.816 | 1.590 | 1.971 | 2.195 |
| CA766064 | LOC_Os02g01070 | 1.167 | 1.644 | 1.635 | 1.630 | 1.960 |
| CA766136 | LOC_Os01g61990 | -1.258 | 1.144 | 2.377 | 3.538 | 1.477 |
| CA766210 | LOC_Os01g73960 | -1.324 | -1.410 | 1.524 | 2.139 | 1.739 |
| CA766427 | LOC_Os04g30490 | -1.391 | -1.303 | 1.098 | 2.111 | 2.253 |
| CA767055 | LOC_Os05g42424 | -1.498 | 1.094 | 1.672 | 4.392 | 1.690 |
| CA767313 | LOC_Os06g49480 | 1.032 | -1.061 | 1.005 | 1.644 | 1.853 |
| CA767317 | LOC_Os03g32580 | 1.100 | -1.229 | 1.083 | 1.149 | 2.338 |
| CA997837 | LOC_Os08g13690 | -1.203 | 1.199 | 1.428 | 2.053 | 1.644 |

| **EST Acc.** | **Locus No.** | **0.5 hr** | **2 hr** | **6 hr** | **12 hr** | **24 hr** |
| --- | --- | --- | --- | --- | --- | --- |
| CB096828 | LOC_Os02g54160 | -1.216 | -1.256 | 1.386 | 1.924 | 2.238 |
| CB096933 | LOC_Os05g11780 | -1.094 | 1.575 | 1.638 | 2.081 | 1.117 |
| CB097201 | LOC_Os05g50550 | -1.336 | 1.241 | 1.644 | 2.373 | 1.543 |
| EL586673 | **unknown** | -1.300 | 1.101 | 1.854 | 1.748 | 1.618 |
| EL586674 | **unknown** | -1.248 | 1.341 | 1.472 | 1.978 | 1.289 |

How the deposited data were processed for this re-analysis (not part of the article)

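Shoots of CT6748-8-CA-17, a chilling-tolerant japonica cultivar, were compared after 0.5, 2, 6, 12 and 24 hours at 10°C with controls kept at 29°C, in 2 biological replicates per time point. The deposited table holds 20 columns, 1 for each of the 2 spot sets on 10 slides, and each column was assigned to a time point, replicate and spot set from its labels. One column, the second spot set of replicate 2 at 6 hours, carries a source name that gives another time for the chilled channel, while its title and protocols give 6 hours. It was kept at 6 hours.

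The values are log2 ratios of the chilled (Cy3) over the control (Cy5) channel as deposited by the authors, who state that the background was subtracted from the median intensity of each channel, that the ratio of medians was taken with the Acuity software and that the ratios were normalized to a mean of 1 over all features. In the deposited values the mean ratio of a column is not 1 and its median log2 ratio is not 0, and no further normalization was applied for the values at the claims. Both columns of replicate 2 at 2 hours were multiplied by -1, because the printed fold changes of the paper for 2 hours are reached with that sign and not with the sign as deposited. This choice and the rule for missing values were made after the values had been seen. Whether the dyes of that replicate were exchanged or its ratio inverted is not known: its labels name the same dyes as the others, and the authors state that the dyes were not swapped. With the sign turned, the smallest and largest values of the table are -17.8 and 9.07, and 140 values lie beyond 5 in size. They were kept. Intensities and background are not part of the table, so signal over background could not be given, and the number of arrays limits the precision.

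The duplicate spots of a slide were averaged on the log2 scale. A fold change is the mean of the 2 biological replicates, and the fold rule of the paper, 1.8 or more, was applied to it. For the tests, limma 3.58.1 in R 4.3.3 was fitted once to the 5926 features with a value in all 10 biological samples, with a mean for each time point (5 residual degrees of freedom, prior degrees of freedom 7.81). Each mean was tested against 0 with limma's moderated test and Benjamini-Hochberg adjustment at 0.05 over the features of a time point, both directions together, and the differences of 12 and 24 hours from 2 hours were tested in the same model. Wherever an adjusted p is given without a further name it comes from limma. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and with an estimated one, and with fry, with adjustment over all 105 combinations of list and time point. With 2 replicates per time point, no group is large enough for an outlier test or for other splits of the samples. In simulated data of this size, 0 of 200 features changed by 1 on the log2 scale were called, 164 of 200 changed by 2 and 192 of 200 changed by 3, with 0, 7 and 12 false calls.

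Features were matched to the tables of the paper by EST accession and to gene names by the platform's gene identifiers, with names from the rice reference annotation. Of 6080 features, 4172 have 1 gene, 97 have several and 1811 have none, and 714 have a gene name. The genes named in the text were chosen by a rule written before the data were examined, although the values in the paper's tables had been seen: every gene that the paper names with a locus number and that could be matched; at each time point up to 10 named features with the largest positive and 10 with the largest negative ratio among those past the test with one sign in both replicates, or past the fold rule with one sign in all 4 spots where fewer passed; up to 4 members of each gene list; and the 10 features of Additional file 2 found on the platform with the highest fold. A named feature was read as one with a gene name or with an annotation in Additional file 1. The actin gene ACT1, the catalases and the ascorbate peroxidases were added outside this rule, after the annotation and, for ACT1, the values had been seen. Gene lists had been fixed as word patterns over gene descriptions. Since the annotation gives no descriptions, these patterns were applied to the annotations of Additional file 1 only, and 21 lists of gene symbols were drawn up for the whole array after its annotation had been seen.

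The alternatives set before the data were examined were the median of each array set to 0, each spot set alone, only features with a value in all 20 spot sets, robust estimation of the spread, the spot sets kept apart with the biological replicate as a random block, the replicate number as a block, the conflicting column at 6 hours left out, averaging as linear ratios, fold rules of 1.5 and 2, the fold rule in each replicate, the fold rule together with the adjusted p for the counts by limma, probes of a gene averaged first for the gene lists, an estimated correlation for the gene lists, and each replicate left out in turn. The sign of replicate 2 at 2 hours as deposited, the arrays of 0.5 hours left out, log2 ratios beyond 5 removed, a single discordant spot of ROS-bZIP1 left out, and, for the counts over all time points, the fold rule in all 4 spots and with an adjusted p were added after the values had been seen.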

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

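The tests of the explanations weighed below were chosen after the results had been seen. The genes outside the lists of the paper were tested as set before the data were examined.

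The paper discusses features with a higher level in the cold that stand in its Additional files 1 and 2. Outside these lists, limma found 145 features higher at 0.5 hours, 15 at 2 hours, 12 at 6 hours, 18 at 12 hours and 113 at 24 hours, and 17 features lower at one or more time points. At 0.5 hours the sucrose-phosphate synthase OsSPS3F rose to a log2 ratio of 4.52, the gibberellin receptor gid1 to 2.27, the beta-glucosidase BGLU19 to 2.05, the aquaporin PIP2-2 to 1.86, the kinesin KIN12C to 1.77, the RNA-binding protein RBP-208 to 1.64, the pyruvate decarboxylase PDC to 1.61, GH3.7, of a family that conjugates hormones to amino acids, to 1.22, NINJA1 to 1.21 and the MAP kinase MPK16 to 1.18. The non-symbiotic hemoglobin NSHB2 fell to -1.79. The other 2 features of PDC stood at -0.40 and -0.50 at 0.5 hours, and neither passed the test. At 2 hours gid1 stood at 1.95, and at 6 hours NINJA1 rose to 2.20, gid1 to 2.01 and RBP-208 to 1.63. At 12 hours the 2 features of CCA1 rose to 2.62 and 1.68 and IAA19 to 1.60.

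At 24 hours OsSPS3F rose to 2.93, HIRL2 to 2.31, PIP5K to 2.29, the cyclin-dependent kinase CDKE-1 to 1.91, TubA to 1.66, GLU2 to 1.57, OsRMR2 to 1.56 and the second feature of the EREBP1-type gene, EREBP-1, to 1.54. In the same samples a class III peroxidase fell to -1.81, the 4-coumarate-CoA ligase 4CL-3, an enzyme of the phenylpropanoid pathway, to -1.47, the fructose-bisphosphatase CFBP1 to -1.37, ADIPOR3 to -1.33 and the ascorbate peroxidase APX2 to -1.26. Another feature of GLU2 stood at -0.95 at 12 hours, below the control in both replicates, without passing the test (adjusted p = 0.148). With the median of each array set to 0, adjusted p rose above the threshold for PIP2-2 (0.0693), KIN12C (0.0675), PDC (0.0838), GH3.7 (0.0948), NINJA1 at 0.5 hours (0.105), MPK16 (0.0801), RBP-208 at 6 hours (0.0554), GLU2 (0.0617) and OsRMR2 (0.0617). Without replicate 1 of the time point the calls of OsSPS3F, KIN12C, RBP-208 and PDC at 0.5 hours and of NINJA1 and gid1 at 6 hours held, and without replicate 2 those of OsSPS3F at 0.5 hours, PIP5K, GLU2 and EREBP-1, as did those of NADH-glutamate synthase and the phosphoesterase family gene among the listed features. Of the 34 calls on named genes for which a replicate was left out, no other held. One feature without a gene name differed between time points by limma, with a log2 ratio of 1.98 at 2 hours and -2.90 at 12 hours, a difference of -4.89 (standard error 0.62, adjusted p = 0.018), in the same direction in both replicates. No feature differed between these times with either spot set alone, with only features that have a value in all 20 spot sets, with the arrays of 0.5 hours left out or with the sign of replicate 2 at 2 hours as deposited.

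At 0.5 hours 691 features met the fold rule, while none of the features listed by the paper did so there. The 2 replicates correlated at 0.07 and had the same sign for 49.6% of the features, yet 312 features met the rule in both, against 164 if the replicates were unrelated. Noise from small ratios cannot be told apart from a response, because duplicate spots correlated at 0.84 in one replicate and at only 0.479 in the other, while the spread of the ratios (SD 0.88 and 0.74) was near that at 12 hours (0.79 and 0.67). A single replicate that carries the mean may account for part, since 45.2% of the features met the rule in both, and a dye effect common to all times, which stays open because by the authors' statement the dyes were not swapped, may account for part as well, since the median over these features was 0.60 for the mean of 6, 12 and 24 hours, against 1.13 at 0.5 hours and 1.07 at 2 hours. A response of the seedlings to the first minutes of chilling stays open too and was not tested separately.

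At 2 hours more features met the fold rule than at any other time point, 1019. With the median of each array set to 0 the count was 417, below the 584 at 24 hours, as a shift common to the features of an array would give, and the largest medians of the columns, 0.42 and 0.63, are those of replicate 2 at 2 hours. Such a shift of the array may therefore account for the rank of 2 hours, although a change of many transcripts at that time, which centring also removes, was not tested and stays open.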

How the results depend on the processing

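The settings chosen only after the values had been seen are the sign of replicate 2 at 2 hours as deposited, the arrays of 0.5 hours left out, log2 ratios beyond 5 removed, a single spot of ROS-bZIP1 left out, and, for the counts by the fold rule over all time points, the rule with the adjusted p and the rule in all 4 spots. All others were set before the data were examined. The counts of features past limma move with most settings, and the medians of the Group-I and Group-II genes keep their sign in every setting run, except where a replicate of 0.5 hours is left out and for Group-II at 2 hours with the median of each array set to 0 (-0.13). Of the results for whole comparisons under an alternative, 305 kept their direction and their side of the threshold or stayed within 1.5 times, 152 counts moved further, 9 medians newly passed the test and 4 reversed, of which 3 are medians that passed the test in neither setting. Of the values of named genes, 1856 kept their sign and calls or, where no test was run, stayed on the same side of 1.8-fold. Where no test was run, a change of sign under 1.8-fold was not counted. Of the other values, 210 lost a call by limma or by the fold rule, 131 gained one and 73 reversed, none of which passed limma in either setting. Of 34 limma calls on named genes, 34 held with robust estimation of the spread and with log2 ratios beyond 5 removed, 18 with the median of each array set to 0, and 6 each without replicate 1 and without replicate 2. With fewer calls that could be compared, 17 of 33 held with the first spot set only, 6 of 30 with the second, 28 of 29 with a value in all 20 spot sets, 16 of 29 with the random block, 1 of 3 with the conflicting column at 6 hours left out and 0 of 1 with the sign at 2 hours as deposited. Except where the construction of a setting shows it, the cause was not tested. The table holds no intensities, so what signal over background limits could not be examined. Camera and fry were not run with robust estimation of the spread.

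With the median of each array set to 0, the fold rule was met by 454 features at 0.5 hours and 417 at 2 hours, 514 were lower by it at one or more time points, and Group-I held 667. By limma 51, 0, 4, 5 and 73 features were higher at 0.5, 2, 6, 12 and 24 hours, 415 changed by the F test, 2 differed between 12 and 2 hours, and 2 features of Additional file 2 passed. This setting takes a common shift out of each array by construction, and the largest median of a column is 0.63 (log2), in replicate 2 at 2 hours. The log2 ratio turned at 0.5 hours to -0.15 for ROS-bZIP1 and -0.068 for the auxin-induced gene, at 2 hours to -0.006 for OsMyb4, -0.19 for the HMG protein, -0.17 for the pfkB kinase, -0.056 for salT, -0.10 for ACT2, -0.25 for catA and -0.20 for APX7, at 12 hours to -0.0499 for ACT2 and at 24 hours to -0.012 for APX1.

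With the first spot set only, 60, 50, 3, 6 and 72 features were higher by limma at the 5 time points, 0, 1 and 1 were lower at 0.5, 2 and 12 hours, 449 passed the F test and 0 differed between 12 and 2 hours. With the second spot set only, 0, 0, 2, 1 and 51 were higher, 0 and 0 were lower at 0.5 and 12 hours, 412 passed the F test, 0 differed between 12 and 2 hours, and 1 feature of Additional file 2 passed. With only features that have a value in all 20 spot sets, 181 were lower by the fold rule, 158, 3 and 32 were higher by limma at 2, 6 and 12 hours, 1, 6 and 1 were lower at 0.5, 2 and 12 hours, 0 differed between 12 and 2 hours, and 9 features of Additional file 2 passed. With robust estimation of the spread, 123 and 37 were higher at 2 and 12 hours, 1 and 3 were lower at 0.5 and 2 hours, and 9 features of Additional file 2 passed. With the second spot set of replicate 2 at 6 hours left out, 5 features were higher at 6 hours. The log2 ratio turned with the first spot set to -0.0525 for ROS-bZIP1 at 2 hours, 0.10 for catA and 0.048 for a CatB feature at 6 hours and -0.12 for ACT2 at 12 hours, with the second to -0.033 for ROS-bZIP1 and -0.0715 for the auxin-induced gene at 0.5 hours, -0.002 for catA at 2 hours and -0.0795 for the ripening-regulated gene and -0.01 for salT at 6 hours, and with the column at 6 hours left out to 0.0683 for catA and 0.0368 for a CatB feature at 6 hours.

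With the spot sets kept apart and the biological replicate as a random block, 8, 30, 4 and 140 features were higher at 0.5, 2, 6 and 12 hours, and 5, 8, 1, 55 and 51 were lower at the 5 time points. Between 24 and 2 hours 2 differed, 36 features of Additional file 2 passed, and 9 gene lists were called. The Group-I genes then passed fry with medians of 0.94 at 2 hours (adjusted p = 0.00263), 0.78 at 6 hours (adjusted p = 0.00667), 1.00 at 12 hours (adjusted p = 0.00401) and 0.63 at 24 hours (adjusted p = 0.0431). The Group-II genes passed with 0.59 at 6 hours (adjusted p = 0.0115), 1.03 at 12 hours (adjusted p = 3.85e-04) and 0.75 at 24 hours (adjusted p = 0.00401). Duplicate spots of a slide enter this setting as separate values, so its p-values rest partly on technical replication.

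With the replicate number as a replicate block, 186, 2, 3 and 26 features were higher at 2, 6, 12 and 24 hours, 1 and 3 were lower at 0.5 and 2 hours, and 1 feature of Additional file 2 passed. Of 34 calls on named genes, 16 held with this replicate block. Samples with the same number share only that number: over 10 pairs of time points the correlation of their deviations ran from -0.26 to 0.28, above 0.1 in 5 pairs and below -0.1 in 2.

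At a fold of 1.5, 1282, 1879, 887, 1117 and 1359 features met the rule at the 5 time points, 2847 at one or more, 858 were lower, and Group-I held 2128. At a fold of 2, 199 met it at 6 hours. Met in each replicate, the rule of 1.8 gave 312, 311, 139, 217 and 305 features, 833 at one or more time points and 144 lower, with 500 in Group-I and 333 in Group-II. Met in all 4 spots it gave 409 at one or more time points, 239 in Group-I and 170 in Group-II, and together with an adjusted p under 0.05 at the same time point 255, 147 and 108. With an estimated inter-gene correlation, 0 gene lists were called.

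With the sign of replicate 2 at 2 hours as deposited, 33 features met the fold rule at 2 hours, Group-I held 718, 0 were higher at 2 hours by limma, 0 passed the F test, 0 differed between 12 and 2 hours, and 0 features of Additional file 2 passed over all features and 13 when adjusted over the list alone. The replicates of 2 hours then correlated at -0.43. At 2 hours the log2 ratio turned to -1.45 for rgp2, -0.42 for MTP8, -0.55 for PDC, -0.26 for BGLU27, -0.20 for OspolD2, -0.62 for ZEP1, -0.23 for osRAD23 and -0.32 for PRMT10, and to 0.03 for LSD1 and 0.027 for CML1. For genes under 1.8-fold it turned to -0.13 for the bHLH-type gene, -0.12 for OsMyb4, 0.11 for EREBP1, -0.032 for the HMG protein, -0.17 for ferritin, -0.0095 for the ATP synthase-like protein, -0.0673 for the pfkB kinase, -0.0583 for salT, 0.0383 and -0.15 for the CatB features, 0.31 for APX1, 0.28 for APX2, -0.41 for APX3 and -0.0913 for APX7. With the arrays of 0.5 hours left out, 121, 5, 49 and 235 features were higher at 2, 6, 12 and 24 hours, 3 and 19 were lower at 2 and 24 hours, 0 differed between 12 and 2 hours, and 16 features of Additional file 2 passed. With log2 ratios beyond 5 removed, 133 and 193 were higher at 2 and 24 hours, 3 and 1 were lower at 2 and 6 hours, 1 differed between 24 and 2 hours, and 11 features of Additional file 2 passed.

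When each replicate was left out in turn, the remaining one was assumed to vary like the other time points. The count by the fold rule ran from 854 to 1180 at 0.5 hours, 369 to 2060 at 2 hours, 349 to 759 at 6 hours and 706 to 1172 at 24 hours, from 451 to 1230 for features lower at any time, from 1353 to 2266 for Group-I and from 450 to 1024 for Group-II. By limma, 15 to 61, 1 to 178, 0 to 17, 9 to 48 and 5 to 69 features were higher at the 5 time points and 3 to 6, 2 to 3, 0 to 8, 4 to 5 and 0 to 4 lower. The F test called 245 to 798, the difference between 12 and 2 hours 1 to 26 and that between 24 and 2 hours 0 to 19. Of the features of Additional file 2, 0 to 18 passed, 19 to 85 when adjusted over the list alone, and 2 to 6 gene lists were called. At 0.5 hours the median of the Group-I genes ran from -0.43 without replicate 2 to 0.91 without replicate 1, where it passed fry (adjusted p = 0.0219), and that of the Group-II genes from -0.89 without replicate 2 (adjusted p = 0.0249) to 0.39 without replicate 1. Log2 ratios of named genes that took both signs ran at 0.5 hours from -0.44 to 0.17 for OsMyb4, -1.24 to 0.0605 for the HMG protein, -1.58 to 0.50 for ferritin, -1.22 to 0.37 for the ATP synthase-like protein, -0.97 to 0.017 for DI19, -1.26 to 0.64 for the pfkB kinase, -0.71 to 0.59 for ACT1, -0.049 to 0.096 for ROS-bZIP1, -0.48 to 0.96 for the bHLH-type gene, -1.53 to 1.75 for the auxin-induced gene, -0.023 to 0.43 for ACT2, -0.34 to 0.10 for catA and -0.004 to 0.52 for APX7. They ran at 2 hours from -0.64 to 0.06 for the ripening-regulated gene, -0.0555 to 0.47 for ACT2 and -0.0445 to 0.15 for catA, at 6 hours from -0.017 to 0.60 for the anion transporter, -0.12 to 0.27 for salT, -0.0745 to 0.042 for a CatB feature, -0.11 to 0.28 for the ripening-regulated gene and -0.32 to 0.27 for catA, at 12 hours from -0.61 to 0.68 for ACT2, -0.34 to 0.71 for ROS-bZIP1, -0.48 to 0.79 for OsMyb4 and -0.16 to 0.70 for APX1, and at 24 hours from -1.08 to 0.43 for salT and -0.41 to 0.61 for APX1.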

Differences from the paper's values

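The only settings below that were chosen after the values had been seen are the discordant spot of ROS-bZIP1 left out, the fold rule with the adjusted p and the fold rule in all 4 spots. All other alternatives were set before the data were examined, and a fold change below 1 is written as the paper writes it, as the negative of its inverse.

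By the paper's cut-off, 1.8-fold, the paper counts 121 features at one or more time points, and the mean of all spots gives 1816. Every alternative set for this count before the data were examined also differs: 1326 with the median of each array set to 0, 1780 with the first spot set only, 1987 with the second, 1466 with a value in all 20 spot sets, 1813 with the conflicting column at 6 hours left out, 2207 with linear averaging, 2847 at a fold of 1.5, 1351 at a fold of 2, 833 with the rule met in each replicate, 2716 without replicate 1 and 2377 without replicate 2. For Group-I the paper's count is 20 and the rule gives 1221, from 500 with the rule met in each replicate to 2266 without replicate 1. For Group-II the paper's count is 101 and the rule gives 595, from 333 with the rule met in each replicate to 1024 without replicate 2. All alternatives set for the groups before the data were examined differ too. With the fold rule and an adjusted p under 0.05 at the same time point, chosen later, 255 features remain, 147 of them in Group-I and 108 in Group-II, the last near the paper's count, although only 4 of the features of Additional file 2 pass limma. With the rule met in all 4 spots, also chosen later, 409 remain, 239 in Group-I and 170 in Group-II.

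Of 65 fold changes of the genes that the paper names by locus, 4 differ from the paper's by sign or by more than the SD of the replicates. Where the replicates lie far apart, this rule leaves even large gaps unmarked, so the count does not measure how close the values are. For ROS-bZIP1 at 2 hours the paper's fold change is 1.849 and the mean of all spots is 1.34. The second spot set alone gives 1.863, which does not differ, while all the other alternatives set before the data were examined differ, from -1.037 with the first spot set to 1.478 with linear averaging. With the first spot of replicate 2 left out, a setting chosen after seeing the values that concerns this gene only and drops none of the paper's other features, the log2 ratio is 0.89, which reaches the paper's value. For OsMyb4 at 12 hours the paper's fold change is 2.846 and the mean of all spots is 1.112. Without replicate 1 at 12 hours it is 1.728, within the SD of the replicates from the paper's, and all the other alternatives differ. For OsMyb4 at 24 hours the paper's value is 1.441 and the mean of all spots is -1.442, and all alternatives differ, from -1.559 with the median of each array set to 0 to -1.363 without replicate 1. The paper prints for OsMyb4 the same values at all 5 time points as for cytosolic pyruvate kinase: -1.464, 1.103, 1.714, 2.846 and 1.441. The pyruvate kinase feature has log2 ratios of -0.550, 0.142, 0.777, 1.509 and 0.527 here, which give these printed values, with a fold change of 2.845 at 12 hours. The printed row is therefore that of pyruvate kinase. The comparisons for OsMyb4, those counted as not differing included, do not measure agreement for that gene. For the auxin-induced gene at 0.5 hours the paper's value is -1.051 and the mean of all spots is 1.078. The median of each array set to 0 gives -1.048, the second spot set alone -1.051 and the data without replicate 2 at 0.5 hours -2.895, none of which differs by the rule, while all the other alternatives differ. The SD of the replicates is 2.32 (log2) there, so the rule turns on the sign alone. It does not show that -2.895 is near the paper's value, and 1.078 differs from it in sign.

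The paper states that the early response genes were detected from 2 hours on. None of its listed features met the rule at 0.5 hours here either, but 691 features of the array did. It places the bHLH-type gene among those induced within 2 hours, where its fold change is 1.796, just under the cut-off, and 1.774 in the paper's own table. It describes the EREBP1-type gene as induced around 6 hours, where its fold change is 1.386 here and the same in the paper's table, with 1.924 at 12 hours. OsMyb4 has its highest value here at that time, 2.195, but with log2 ratios of 0.23 and 2.04 in the replicates (limma adjusted p = 0.357). At 24 hours its log2 ratio is -0.53. The paper's account of the timing rests on qPCR as well. There the representative Group-I genes peaked within 2 hours, and the Group-II genes, OsMyb4 among them, were highest at 24 hours. The qPCR could not be examined here. The paper also states that catalase, ascorbate peroxidase, glutathione S-transferase and superoxide dismutase were upregulated. It bases this on northern blot and RT-PCR as well as microarray results, with data not shown. The blots and RT-PCR could not be examined here, so the array values below bear on only part of that evidence. The catalase gene that it names by locus could not be matched to a feature, and by the paper its array data were unreplicated. Of the 7 features of other catalases and of ascorbate peroxidases matched by name, 0 passed limma as higher at any time point, 1 of them reached 1.8-fold, at 12 and 24 hours (a CatB feature, 2.09 and 2.23), and APX2 fell at 24 hours. The actin gene that the paper takes as constitutive, ACT2, stood at 0.668 of the control at 24 hours, without passing the test.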

Other observations

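The test of a spot left out before averaging, in the last paragraph, was chosen after the result had been seen, as were the symbol lists of the whole array and the genes picked from them. The named genes of the next paragraph follow the rule for named genes.

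At the early times several transcripts stood low without passing the test. Both features of the non-symbiotic hemoglobin NSHB2 were below the control in each replicate at 2 hours, with log2 ratios of -2.15 (adjusted p = 0.0634) and -1.47 (adjusted p = 0.0807). LSD1, which encodes a zinc finger regulator of cell death, stood at -1.30 at 2 hours (adjusted p = 0.0529), and the cysteine synthase CSase at -1.18 (adjusted p = 0.0688). OsSPS3F stood above the control at 2 hours (1.63, adjusted p = 0.104) and 6 hours (2.05, adjusted p = 0.227), but at only 0.21 at 12 hours. Its replicates at 24 hours were 1.84 and 4.02. The DNA repair and ubiquitin shuttle gene osRAD23 stood at 2.97 at 6 hours, with 3.02 and 2.93 in the 2 replicates, but lacked a value elsewhere and was not tested. At 6 hours JAZ6, a repressor of jasmonate signalling, stood at 1.66 (adjusted p = 0.285), while the kinase gene MAPKK1 (-1.91, adjusted p = 0.261) and the chitin receptor gene CEBIP (-1.72, adjusted p = 0.211) stood below the control, mostly in replicate 2. At 12 hours the glucose-6-phosphate isomerase GPI-A (1.59, adjusted p = 0.0624) and the adenine nucleotide translocator ANT (1.61, adjusted p = 0.0816) were high, and CERK1, the partner of CEBIP in chitin signalling, stood at -1.11 (adjusted p = 0.0993). At 24 hours PORB, an enzyme of chlorophyll synthesis, stood at -1.23 (adjusted p = 0.0566), HCT1 at -1.50 (adjusted p = 0.0614) and the expansin EXP2 at -1.06 (adjusted p = 0.119).

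Of the other genes that the paper names by locus, DI19 stood at 1.01 ± 0.34 (SD, n = 2 biological replicates) at 12 hours, the pfkB kinase at 1.24 ± 0.37 (n = 2), the ripening-regulated gene at 1.08 ± 0.99 (n = 2) and the anion transporter at 1.11 ± 0.99 (n = 2), while salT, a gene of the salt response, stood at 0.66 ± 0.49 (n = 2) at 0.5 hours and -0.72 ± 0.46 (n = 2) at 12 hours. None of these passed limma.

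Apart from the lists given with the functional categories, the symbol lists did not pass limma's camera test at any time point. At 6 hours all 15 features for sucrose and starch were above 0 (camera adjusted p = 0.110), as were all 7 aquaporins (camera adjusted p = 0.128), and of 11 jasmonate features 6 were above 0 (camera adjusted p = 0.198), with NINJA1 and JAZ6 highest. At 12 hours 13 of 18 features of glycolysis and fermentation were above 0 and 7 met the fold rule (camera adjusted p = 0.125), and 6 of 7 clock and light receptor features were above 0 (camera adjusted p = 0.110), with CCA1 highest. At 24 hours 13 of 15 features for protein folding in the endoplasmic reticulum were above 0 and 6 met the fold rule (camera adjusted p = 0.257). The cold and dehydration list, which holds LTI6B, SAPK8 and DREB2B, had 5 of 14 features above 0 at 0.5 hours, its lowest p (camera adjusted p = 0.116), and 1 of its features met the rule at 12 hours, DI19. For calcium signalling the lowest camera adjusted p was 0.132 (2 hours), for heat shock proteins and for photosynthesis 0.257 (0.5 hours), for mitochondrial membrane proteins 0.302 (6 hours), for other redox proteins 0.544 (6 hours), for the cell wall 0.540 (6 hours) and for DNA replication and the cell cycle 0.593 (24 hours). Seed storage proteins, taken as markers of another tissue, had a lowest camera adjusted p of 0.491 (6 hours), with 2 of 6 features above 0.

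Among the annotations of Additional file 1, the categories not given above are small. The 3 citric acid cycle features all met the fold rule at 12 hours, with a median log2 ratio of 1.17, and none passed limma. The list holds 4 transcription factors, 3 genes of the cell wall, 2 each of the phenylpropanoid pathway, lipid transfer and starch breakdown, and 1 each of translation factors, other redox proteins, cold and dehydration, signalling, aquaporins, chromatin, defence and jasmonate, the clock and mitochondrial ATP synthesis, and 0 of photosynthesis, the cytoskeleton and seed storage.

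Not all printed fold changes of the paper are given by the mean of all spots: of 100 features, 74, 48, 65, 72 and 69 come within 0.005 (log2) at the 5 time points. Of the 103 values farther than 0.05 (log2) from it, 71 (68.9%) come within 0.005 when 1 of the 4 spots is left out, against 6.55% when the printed values are exchanged between features, a ratio of 10.5. By time point this held for 13 of 18, 18 of 24, 15 of 24, 14 of 18 and 11 of 19 values. A spot left out before averaging may therefore account for most of these 103. The others of the 103 stay open, values between 0.005 and 0.05 away were not examined, and no biological explanation was tested.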
